# microRNAs and Their Targets in Apple (*Malus domestica* cv. “Fuji”) Involved in Response to Infection of Pathogen *Valsa mali*

**DOI:** 10.3389/fpls.2017.02081

**Published:** 2017-12-06

**Authors:** Hao Feng, Ming Xu, Xiang Zheng, Tongyi Zhu, Xiaoning Gao, Lili Huang

**Keywords:** degradome sequencing, plant resistance, post-transcriptional regulation, small RNA, woody plant

## Abstract

miRNAs are important regulators involving in plant-pathogen interactions. However, their roles in apple tree response to Valsa canker pathogen (*Valsa mali, Vm*) infection were poorly understood. In this study, we constructed two miRNA libraries using the twig bark tissues of apple tree (*Malus domestica* Borkh. cv. “Fuji”) inoculated with *Vm* (IVm) and PDA medium (control, BMd). Among all detected miRNAs, 23 miRNAs were specifically isolated from BMd and 39 miRNAs were specifically isolated from IVm. Meanwhile, the expression of 294 miRNAs decreased; and another 172 miRNAs showed an increased expression trend in IVm compared with that in BMd. Furthermore, two degradome sequencing libraries were also constructed to identify the target genes of these miRNAs. In total, 353 differentially expressed miRNAs between IVm and BMd were detected to be able to target 1,077 unigenes with 2,251 cleavage sites. Based on GO and KEGG analysis, these genes were found to be mainly related to transcription regulation and signal transduction. In addition, we selected 17 miRNAs and 22 corresponding target genes to screen the expression profiles when apple twigs were infected by *Vm*. The expression trends of most miRNAs/target genes were consist with the results of deep sequencing. Many of them may involve in the apple twig-*Vm* interaction by inducing/reducing their expression. What's more, miRNAs and their target genes regulate the apple twig-*Vm* interaction by forming many complicated regulation networks rather than one to one model. It is worth that a conserved miRNAs mdm-miR482b, which was down regulated in IVm compared with BMd, has 14 potential target genes, most of which are disease resistance related genes. This indicates that mdm-miR482b may play important roles in apple twig response to *Vm*. More important, the feedback regulation of sRNA pathway in apple twig is also very complex, and play critical role in the interaction between apple twig and *Vm* based on the results of expression analysis. In all, the results will provide insights into the crucial functions of miRNAs in the woody plant, apple tree-*Vm* interaction.

## Introduction

As a class of conserved small RNAs in eukaryotes, microRNAs (miRNAs), with ~21–24 nucleotides (nt) in length, are generated from single-stranded RNA transcript with a self-complementary hairpin structure, and act as specific repressors of target gene expression through DNA methylation, histone modification, cleavage of the target transcript or inhibition of translation (Reinhart et al., 2002; Bartel, 2004; Ramachandran and Chen, 2009; Voinnet, 2009; Seo et al., 2013; Clancy et al., 2014). Since the first plant miRNA was discovered in 2002, miRNAs have been confirmed to act as powerful endogenous regulators in various biological processes, including developmental patterning, resistance to abiotic stresses and biotic stresses (Llave et al., 2002; Palatnik et al., 2003; Fujii et al., 2005; Navarro et al., 2006). Increasing evidences demonstrate that plant miRNAs are key players in plant-microbe interaction mechanisms (Jin, 2008; Padmanabhan et al., 2009; Weiberg et al., 2014; Thiebaut et al., 2015). However, most studies have focused on herbaceous plants, in particular, Arabidopsis, rice, wheat, etc. Regulation by sRNAs, particularly in response to pathogen infection, in economically important woody plants is poorly understood.

Apple (*Malus domestica* Borkh.) is one of the most widespread and economically important fruit trees worldwide. Specifically, in China, the apple planting area and production are nearly 2.26 million hectares and 40 million tons annually. The apple industry has been a pillar for rural economic development in northern China. However, the apple industry in China is suffering from huge economic losses due to the prevalence of various diseases. Among them, apple tree Valsa canker, caused by *Valsa mali* (*Vm*), is the major one (Wang et al., 2014). The pathogen causes decomposition of bark tissues of main trunk, lateral branch, and even leads to the death of twigs, branches, trunks, and eventually the entire tree. However, no immune or highly resistant variety to *Vm* has been reported. To date, the disease still cannot be effectively controlled, mainly because the information about the mechanism of apple tree in response to *Vm* was limited. Thus, accelerating studies on the mechanism of apple-*Vm* interaction will provide opportunities to increase the resistance to apple tree Valsa canker.

In the past few years, many studies about the pathogenic mechanism of *Vm* have been conducted at the genome level, transcriptome level, and functional genomics level (Ke et al., 2013; Hu et al., 2014; Yin et al., 2015). However, resistance mechanism of host in response to pathogen is not very clear. In 2016, Yin et al. (2016) reported that 2,713 apple genes were significantly up-regulated upon *Vm* infection, and they mainly focused on chitin, hormone and cell death biological processes. Because miRNAs are essential gene expression regulators, we hypothesize that they could be involved in the resistance response of apple tree to *Vm*. In fact, many miRNAs of apple have been isolated using both computational and high-throughput sequencing methods from different varieties and tissues, and these miRNAs have been confirmed to be related to tissue development (Gleave et al., 2008; Varkonyi-Gasic et al., 2010; Xia et al., 2012; Szczesniak and Makalowska, 2014; Qu et al., 2016; Xing et al., 2016). Moreover, many miRNAs were found to be involved in the biotic stress responses. In 2014, Yu et al. (2014) found that five apple miRNAs isolated from seedlings stems were responsive to apple ring rot infection. Ma et al. (2014) reported that the novel apple miRNA Md-miRLn11, isolated from a mixed sample of leaves, phloem, flower, and fruits, could affect the resistance to apple leaf spot disease by regulating a Md-NBS gene expression. In the next year, four apple miRNAs were isolated from the shoot tip tissues of four distinct rootstocks bench grafted with “Crimson Gala” scions, and presumed to be potentially important for resistance of apple trees to fire blight (Kaja et al., 2015). However, the specific miRNAs in the apple tree twig bark tissues, especially those involved in the interaction between the apple tree and *Vm*, are still not known.

In this study, high-throughput and degradome sequencing analyses were used to comprehensively identify the miRNAs and corresponding target genes from the apple twig bark tissues in response to *Vm*; these results will lay the foundation for exploration of the apple-*Vm* interaction mechanism at post-transcription level.

## Materials and methods

### Plant materials and samples collection

“Fuji” apple plants (*M. domestica* Borkh.) were grown in a greenhouse with 25°C and natural daylight conditions. The twigs were inoculated with *Vm* as described by Li et al. (2016). The samples of lesion borders were collected at 0, 12, and 48 h post-inoculation (hpi). Three individual biological repeats were prepared.

### RNA isolation, quantification, and qualification

According to the instruction of Trizol™ Reagent (Invitrogen, Carlsbad, CA), total RNA was extracted from each sample, and RNA purity was evaluated using NanoPhotometer® spectrophotometer (IMPLEN, CA, USA). RNA Nano 6000 Assay Kit and Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA) were used to assess RNA concentration and integrity.

### Library construction and RNA deep sequencing

Three repeats of control samples and inoculation samples were mixed for small RNA library construction, respectively. Three micrograms of total RNA per sample was used as input material for the small RNA library. Small RNA library construction and RNA deep sequencing were proceeded following the detailed protocol provided by the genome sequencing company (Novogene, China).

### Bioinformatic analysis of sequence data

Raw data (raw reads) were first processed through custom Perl and Python scripts to obtain clean data. The clean data were mapped to the reference sequence in miRBase21.0 by Bowtie (Langmead et al., 2009), without mismatch to look for known miRNAs. Then, the other reads were integrated to predict novel miRNAs using the available software miREvo (Wen et al., 2010) and mirdeep2 (Friedlander et al., 2011). The miRNA counts as well as base bias were identified using custom scripts. The miFam.dat (http://www.mirbase.org/ftp.shtml) was used to look for families of known miRNAs. The novel miRNA precursor was submitted to Rfam (http://rfam.sanger.ac.uk/search/) to look for Rfam families.

### Venn diagrams of known miRNAs and novel miRNAs

Normalization formula (Normalized expression = Mapped read count/Total reads^*^1,000,000) was used to estimated miRNA expression levels (Zhou et al., 2010). DEGseq (2010) R package was used to analyze the differential expression of two samples with the criterion of *Q* < 0.01 and |log2(foldchange)| > 1 (Storey, 2003).

### Construction of degradome libraries

Target genes of candidate miRNAs were verified by degradome sequencing using total RNA same to the RNA used for small RNA sequencing library construction following the published parallel analysis of RNA Ends (PARE) protocol (German et al., 2009). The data analysis was processed following the procedure instructions (LC Sciences, Hangzhou, China).

### Target gene prediction and annotation for known and novel miRNAs

The psRobot_tarin psRobot was performed to predict target genes of miRNA (Wu et al., 2012). To further explore the detailed molecular mechanism of miRNAs in apple twig response to *Vm*, the target transcripts of differentially expressed miRNAs were analyzed by Gene Ontology Functional Annotation Suite (GO) and the Kyoto Encyclopedia of Genes and Genomes (KEGG). Subsequently, Revigo tool (http://revigo.irb.hr) was implemented for enrichment analysis of the target genes. The KOBAS software was used to test the statistical enrichment of the target gene candidates in the KEGG pathways (Mao et al., 2005).

### Expression analysis of miRNAs and their corresponding target genes

The expression of miRNAs in the apple twig bark tissues inoculated with *Vm* was determined using stem-loop RT-PCR technology (Feng et al., 2012). The expression analysis of the corresponding target genes was conducted as described by Feng et al. (2012). The apple translation elongation factor 1 alpha-subunit gene (EF-1a, Gene ID/Accession no. DQ341381) was selected to normalize the expression data of each miRNA and target gene. The relative expression of each miRNA and target gene was analyzed using the software of HemI (Heatmap Illustrator, version 1.0; Deng et al., 2014). All primers used in this work were listed in Table S12.

## Results

### Overview of the sRNA sequencing results

Two sRNA libraries of apple twig (BMd and IVm) were constructed using Illumina high-throughput sequencing technology. In BMd, 13,065,359 raw reads (including Junk reads, Rfam, Repeats, valid reads, etc.) were generated, and 5,232,937 unique reads were isolated. Meanwhile, in IVm, 7,753,801 unique reads were isolated from 27,234,866 raw reads (Table S1). The proportion of different sRNAs for Rfam in BMd and IVm are shown in Figure S1. When the low-quality and junk sequences were removed, the left 3,491,357 valid reads in BMd and 4,949,663 valid reads in IVm were further analyzed, respectively. Among all sRNAs in both two libraries, 24 nt-length sRNAs were the most abundant, followed by 21, 22, and 23 nt-length. Despite this, an obvious difference existed between mock and treatment sample. For instance, the proportion of 24 nt-length sRNAs in BMd is 33.8%, whereas 24.9% in IVm. This difference was also found in other sRNAs with different length (Figure 1).

**Figure 1:**
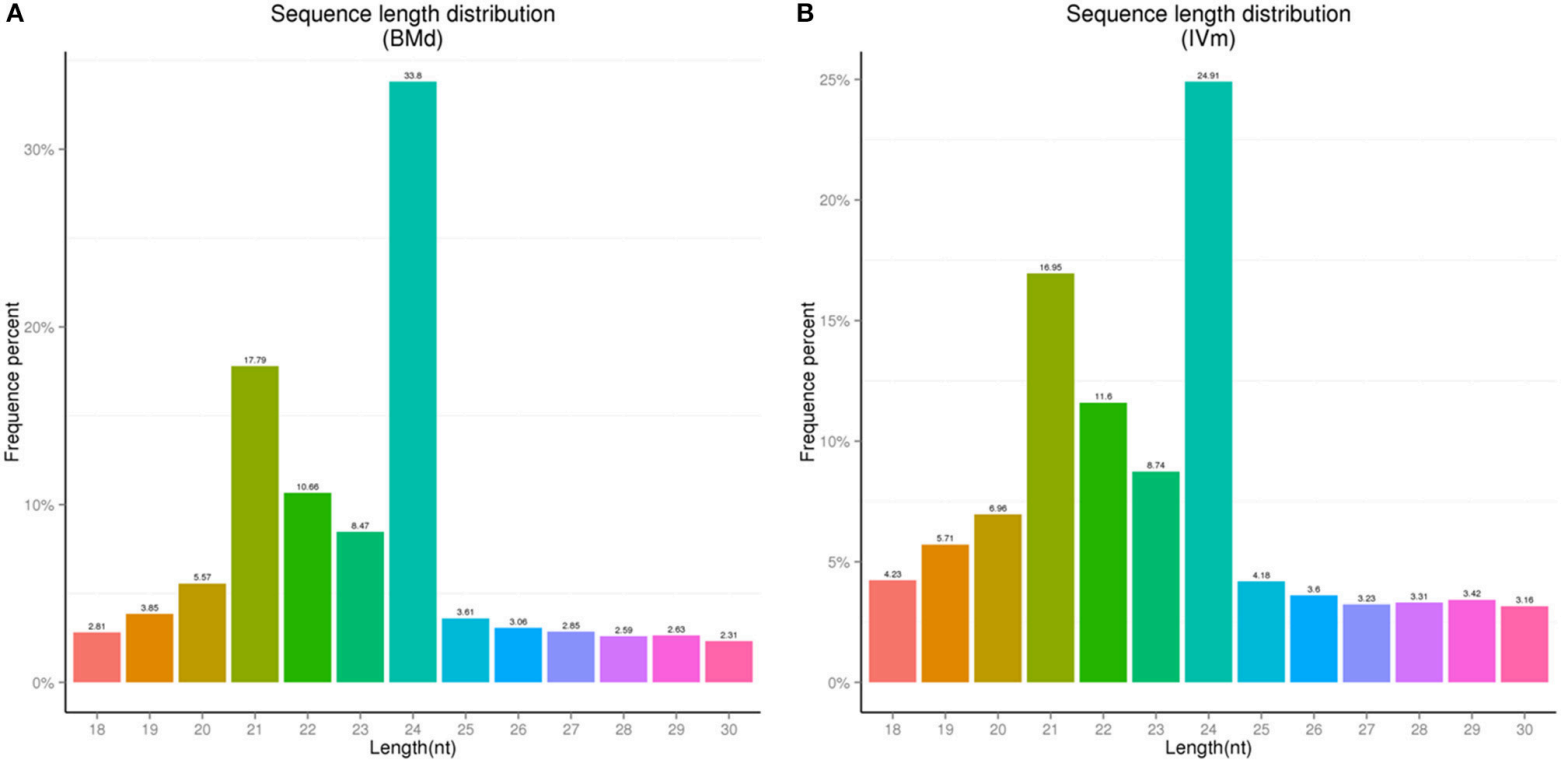
Length distribution of unique sequences in the two libraries from the apple twig bark. **(A)** BMd, the unique sequences were isolated from the apple twig bark as the mock control. **(B)** IVm, the unique sequences were isolated from the apple twig bark challenged with *V. mali* as the treatment sample.

### Identification of miRNAs in apple twig bark

To explore all miRNAs in the bark of apple twig, we first compared all the valid reads in both BMd and IVm with known plant miRNAs in the miRBase to identify the conserved miRNA homologs. In total, 187 miRNAs of 46 families, generated from 138 miRNA precursors, were identified by mapping to the known miRNAs of apple. Meanwhile, a total of 37 miRNAs from 32 families, which could be mapped to miRNAs/pre-miRNAs of the selected species and the extended genome sequences from the mapped genome loci could form hairpin structures, were also preliminarily determined as candidate apple miRNAs. Moreover, we found 153 distinct reads could be mapped to the miRNAs/pre-miRNAs of the selected species in miRbase and the corresponding genome, but the extended sequences at the genome loci could not form hairpins, and another 51 reads could also be mapped to miRNAs/pre-miRNAs of the selected species in the miRbase, but the reads could not be mapped to the corresponding genome. In addition, 948 candidate miRNAs from 944 precursors, which could not be mapped to the pre-miRNAs of the selected species in miRbase were further determined as novel candidate miRNAs in apple twig bark, because they could be mapped to the corresponding genome, and the extended genome sequences from the genome may form hairpins (Table 1). Thus, we isolated 187 known miRNAs and 1189 candidate novel miRNAs from the apple twig bark tissues (Table S2). Most known miRNAs were conserved compared with those in other plants (Table S3; Figure S2). Moreover, the first nucleotide of these candidate miRNAs generally tended to be uracil (U) (Figure S3). All the raw data and clean data of these two libraries have been submitted to the GEO repository of NCBI (GEO accession: GSE104752), with the sample number GSM2807179 for BMd and GSM2807180 for IVm.

**Table 1:** Reads mapped to the selected miRNAs/pre-miRNAs in miRbase.

**Groups**	**Total**		**BMd**		**IVm**	
	**Pre-miRNA**	**miRNA**	**Pre-miRNA**	**miRNA**	**Pre-miRNA**	**miRNA**
gp1a	132	177	131	164	127	166
gp1b	6	10	6	9	4	8
gp2a	32	37	31	35	32	35
gp2b	155	153	149	146	155	149
gp3	47	51	35	38	44	47
gp4	944	948	942	945	944	948

*gp1a, Reads map to specific miRNAs/pre-miRNAs in miRbase and the pre-miRNAs further map to the genome & EST. gp1b, Reads map to selected (except for specific) miRNAs/pre-miRNAs in miRbase and the pre-miRNAs further map to the genome and EST. gp2a, Reads map to selected miRNAs/pre-miRNAs in miRbase. The mapped pre-miRNAs do not map to the genome, but the reads (and of course the miRNAs of the pre-miRNAs) map to genome. The extended genome sequences from the genome loci may form hairpins. gp2b, Reads were mapped to miRNAs/pre-miRNAs of selected species in miRbase and the mapped pre-miRNAs were not further mapped to genome, but the reads (and of course the miRNAs of the pre-miRNAs) were mapped to genome. The extended genome sequences from the genome loci may not form hairpins. gp3, Reads map to selected miRNAs/pre-miRNAs in miRbase. The mapped pre-miRNAs do not map to the genome, and the reads do not map to the genome. gp4, Reads do not map to selected pre-miRNAs in miRbase. But the reads map to genome and the extended genome sequences from genome may form hairpins*.

### Bio-informatic analysis of differentially expressed miRNAs in apple twig response to *Vm*

Specifically expressed miRNAs in apple twig inoculated with *Vm* were identified by comparing the miRNAs in IVm with those in BMd. Most miRNAs were co-expressed, with only 23 and 39 miRNAs expressed exclusively in BMd or IVm, respectively (Figure 2). The relative expression of miRNAs in *Vm*-infected apple twig compared with the mock-inoculated control was also analyzed with the reads' abundance. The samples showed various expression profiles when apple twig was challenged with *Vm* (Figure 3). Among them, 294 miRNAs were down-regulated when apple twigs were challenged with *Vm*, including 48 known apple miRNAs and 246 novel candidate miRNAs. Conversely, 172 miRNAs were up-regulated, including 36 known apple miRNAs and 136 novel candidate miRNAs (Table S4). In fact, only 113 and 40 candidate miRNAs showed down- and up-regulation in *Vm*-infected barks compared with the mock-inoculated control when the *p* ≤ 0.05 and |logfoldchange| ≥ 1 (Figure S4).

**Figure 2:**
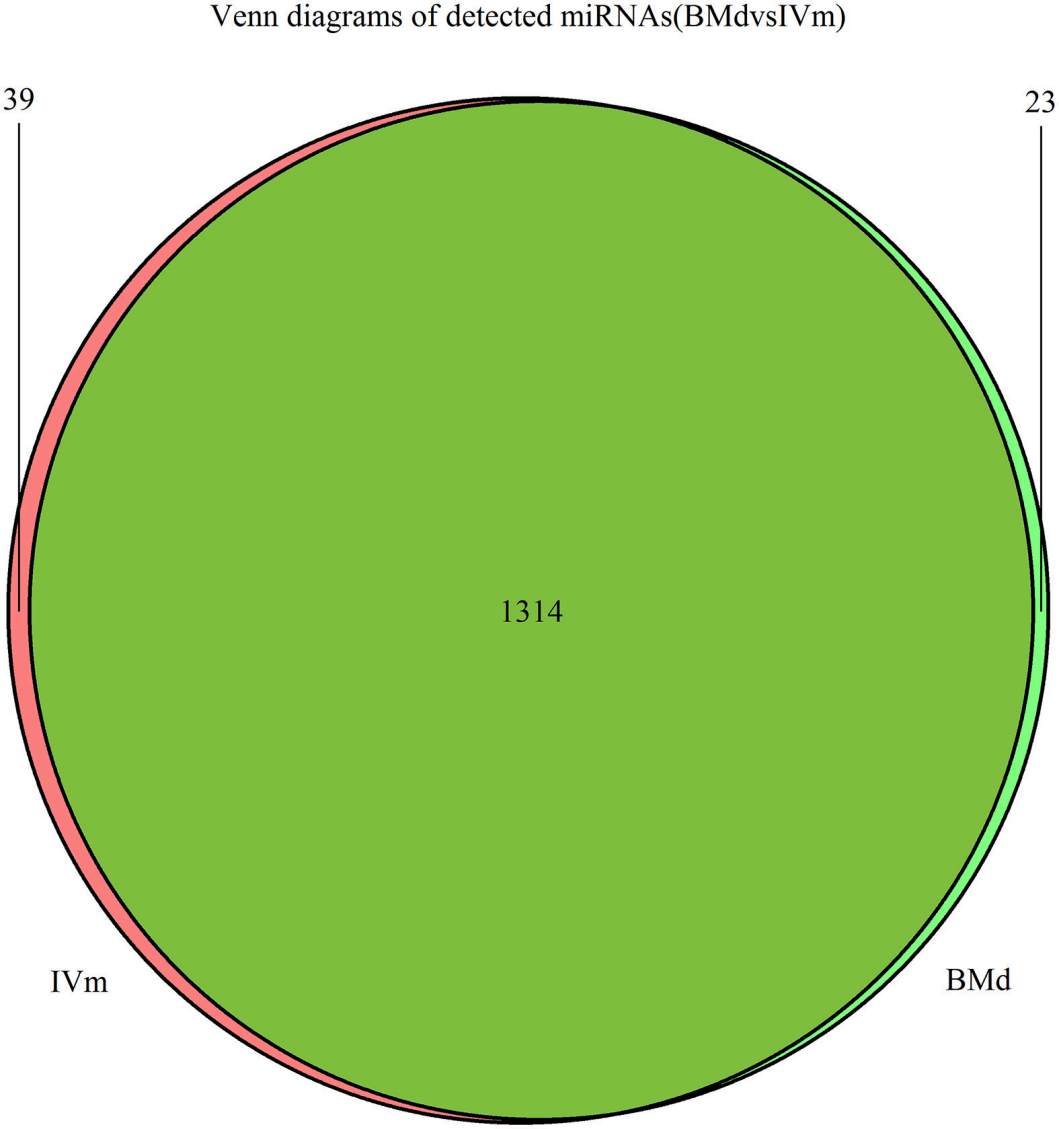
Venn diagram of the miRNAs in the apple twig bark in response to *V. mali* and the mock control. Venn diagram showing the miRNA candidates that are commonly expressed in the apple twig bark in response to *V. mali* (IVm) and the mock control (BMd) samples, as well as those expressed exclusively under one treatment but not the other.

**Figure 3:**
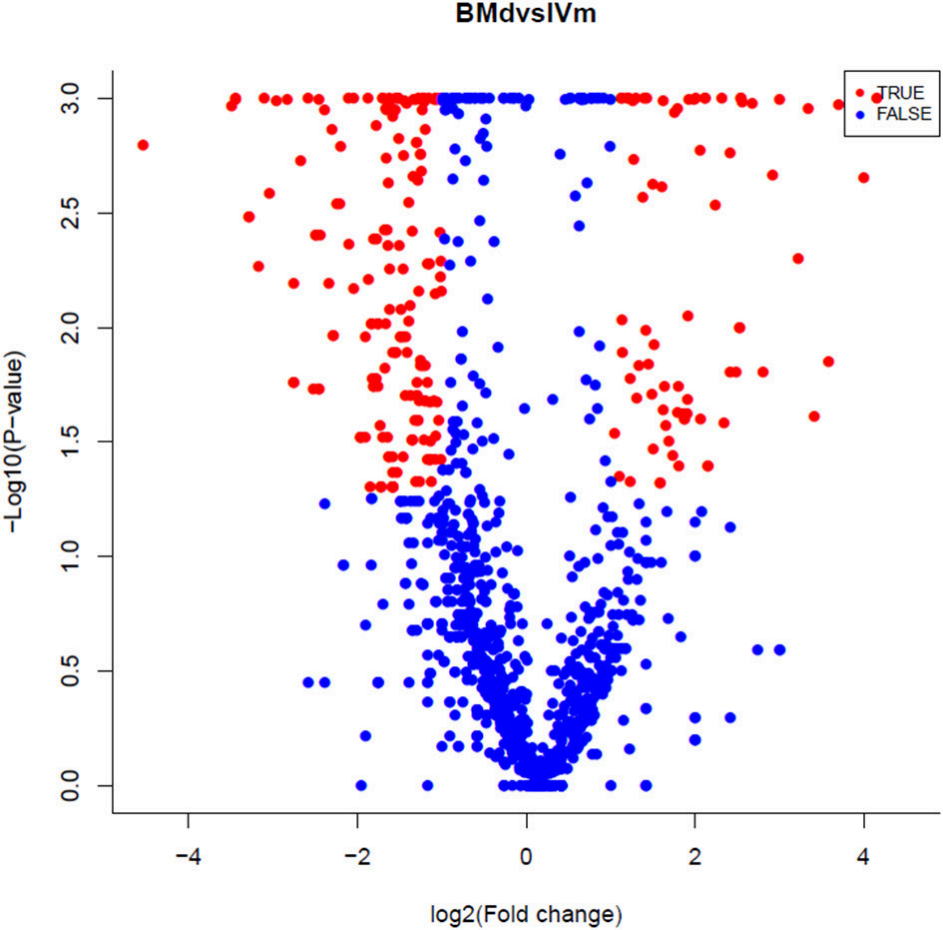
A volcano plot of the differentially expressed miRNAs in the apple twig bark challenged with *V. mali* compared with the mock control. For each miRNA, sequence reads were divided by the total sequence number, then multiplied by 1,000,000 (reads per million).

### Overview of the degradome sequencing results

To better understand the functions of miRNAs in apple twigs responding to *Vm* infection, the target genes of miRNAs in this study were determined using degradome sequencing technology. 

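Degradome sequencing by parallel analysis of RNA ends reads the free ends of uncapped RNA, so a transcript cleaved by a miRNA leaves reads that start at the cleavage position. Total RNA from apple twig bark was used, with 3 repeats pooled into 1 library of bark inoculated with *V. mali* (TBVm) and 3 into 1 library of bark inoculated with medium alone as the mock control (TBMd). Bark at the lesion border was sampled 0, 12 and 48 h after inoculation, and neither the paper's text nor the sample labels say which of these collections entered the libraries. The deposited table gives each pair of a miRNA and a transcript with the cleavage position, the alignment score and, for each library, the raw reads at the position, the same reads divided over the places they map to (normalized reads), the reads scaled by the authors to the library total (TPB), a degradome category and a degradome p-value. The category runs from 0 to 4. In the usual scheme 0 is the position with the most reads on its transcript and 4 is a position with a single read, and the paper's text does not define it. A record was 1 miRNA, 1 transcript and 1 position with at least 1 raw read in either library. A distinct site was 1 transcript and 1 position, whatever the number of miRNAs assigned to it. Distinct sites with identical shared reads and a miRNA in common were counted once, as 1 read group, because transcripts of a gene family share reads. The library totals, recovered from the normalized reads and the TPB, were 11972570 reads for TBVm and 16090918 reads for TBMd. The libraries were compared per read group by a two-sided Fisher's exact test on the raw reads, with Benjamini-Hochberg adjustment over all read groups with at least 10 reads and a threshold of 0.05. With 1 library per condition the differences have no replicate check, and the test compares the reads of the libraries and not the conditions. Intervals cover counting error only. A count of 0 was given as a bound against 3 reads, which leaves out the counting error of the other library, so the lower 95% counting limit stands beside it. Gene symbols are those of homologs, as the deposited table gives them, and 723 lines of the table were not analysed here.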

Two high-throughput degradome sequencing libraries (TBMd and TBVm) were constructed to determine the target genes of miRNA. 

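The cleavage positions with the most reads in both libraries together included transcripts without a gene symbol that are targeted by mdm-miR2118a, a miRNA family known in other plants for its action on resistance gene transcripts. XR_525878.1 had 629 reads at position 195 in TBVm and 978 in TBMd. XR_531302.1 had 618 and 798 reads at position 254, and XM_008388223.1 had 119 and 1433 at position 193. The last was 8.96-fold lower in TBVm (95% counting interval 7.43 to 10.9, Fisher's exact test, adjusted p = 4.21e-208). XR_525878.1 was 1.16-fold lower by the library totals (adjusted exact p = 0.00769), and its log2 ratio changed sign to 0.21 when the median ratio of all read groups was divided out. Over the table, 2171 records joined 352 miRNAs to 1008 unigenes at 1123 distinct sites, which made 584 read groups. Of the 352 miRNAs, 88 had names of known apple miRNAs, 150 had names from other species and 114 were predicted candidates named PC. The unigenes carried 369 gene symbols, and 227 of them had none. Reads were present in both libraries at 318 sites, in TBVm alone at 222 and in TBMd alone at 583. A single read was the whole evidence at 434 sites (38.6%), and 739 sites (65.8%) had 1 to 3 reads, while 198 had at least 10. The degradome p-value was at or under 0.05 in at least 1 library at 148 sites (13.2%). In TBVm, 98 sites had category 0, 19 category 1, 188 category 2, 26 category 3 and 209 category 4. In TBMd these numbers were 145, 19, 336, 36 and 365. The 10 read groups with the most reads held 60.1% of the reads over all read groups in TBVm and 62.0% in TBMd, where groups with nearly the same reads are each counted. Records of the known apple miRNAs had a median of 4 reads and 35.8% of them had a degradome p-value at or under 0.05, against a median of 1 read and 1.15% for the 349 records of the PC candidates. The paper's text states no threshold on category, degradome p-value or reads for its counts.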

A total of 2,251 cleavage sites from 1,077 unigenes were identified for 353 candidate miRNAs, including 158 known apple miRNAs. What's more, all of these genes have potential roles in pathogen responses (Table S5). For example, the target of a known apple miRNA, mdm-miR397a_L+1R+2_1ss22AG, was identified to be a nitrite reductase. Moreover, another important gene for disease resistance, Ca^2+^-transporting ATPase, was identified to be the target of another known apple miRNA, mdm-miR3627a_R-1. 

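Bark responds to a fungus with receptor proteins, defense hormones and changes in the cell wall, and cleavage reads were counted for genes of each of these roles. Disease resistance genes of the NB-LRR class, which encode intracellular receptors of pathogen molecules, had 13 read groups with at least 10 reads. Of these, 1 was higher in TBVm, 9 were lower and 3 did not pass the test. Genes of lignin and phenylpropanoid formation had 4 such read groups, all 4 higher in TBVm, which belonged to the laccase LAC7 and to ALDH2C4, an aldehyde dehydrogenase that makes phenolic acids of the cell wall. LAC7 held 3 of the 4, and 2 of those 3 count nearly the same reads. ALDH2C4 (XM_008345755.1, position 840) had 13 reads in TBVm and 0 in TBMd, at least 5.82-fold higher against 3 reads, with a lower 95% counting limit of 4.10 (adjusted exact p = 3.67e-05). The ALDH2C4 site had category 2 in TBVm with a degradome p-value of 0.685, and its reads came to 1.625 once divided over the places they map to, too few to be tested. Genes annotated with defense response had 12 read groups, of which 1 was higher, 9 were lower and 2 did not pass, and genes of apoptosis and cell death had 14, of which 1 was higher, 9 were lower and 4 did not pass. Genes responding to jasmonate, salicylate or ethylene had 6 read groups, with 3 lower, 0 higher and 3 not past the test. The same counts were obtained in each of these lists when p-values were adjusted over the list alone. The median log2 ratio of TBVm over TBMd was -2.24 for the NB-LRR genes, at percentile 1.39 of 10000 random lists of the same size with similar reads. It was -2.11 (percentile 2.14) for cell death, -1.96 for defense response, -1.67 (percentile 6.07) for the hormone responses and 6.64 (percentile 99.9) for lignin, with read groups at 0 reads in 1 library placed at their bound. With the median ratio of all read groups divided out, 2 of the NB-LRR read groups were higher and 6 lower, the defense and cell death lists had the same 2 and 6, and 1 of the hormone list was lower. The lignin list had a median of 8.51 with normalized reads, where only LAC7 was left, and of 2.28 with no minimum of reads. With normalized reads the median was -0.71 for the NB-LRR and cell death lists and -0.45 for defense response, and with a minimum of 30 reads it was -0.46 for the defense and hormone lists. With a degradome p-value at or under 0.05 required, it was -1.26 for the NB-LRR and cell death lists. Among the lower read groups of mdm-miR482b, the degradome p-value in TBMd was 0.0461 for At3g14460, 0.0893 for RPPL1 with ASA2 and 0.999 for RPPL1 at XM_008360854.1. None of these medians changed sign under the other scalings of the libraries, but with a minimum of 30 reads the NB-LRR and cell death lists held 3 read groups each, with 1 higher and 1 lower, and a median of 0.15. Among smaller lists, genes of cell wall and vascular development had 0 read groups higher, 2 lower and 2 not past the test, chloroplast genes had 2 of 2 lower, and genes responding to chitin or fungus had 2 of 2 that did not pass. The last were WRKY33, a transcription factor of camalexin synthesis, with 11 reads in TBVm and 18 in TBMd, and MPK3, a kinase of immune signalling, with 4 and 6. The lists share members and their genes share reads, so they are not independent of each other.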

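The transcript XM_008365682.1, annotated as nitrite reductase, carries the gene symbol LAC7 in the deposited table. LAC7 is a laccase, a copper enzyme that oxidizes lignin monomers in the cell wall, and laccases are known targets of miR397 in other plants. Position 751 of this transcript had 1352 reads in TBVm and 4 in TBMd, the largest number among the recorded sites in TBVm. This is 454-fold higher in TBVm, with a 95% counting interval of 177 to 1670 from the Fisher-based comparison of raw reads. The miRNA has the sequence ATTGAGTGCAGCGTTGATGAAGGT and an alignment score of 2.5 at this site. The same reads were counted at XM_008371811.1, and 1351 and 4 reads at position 713 of XM_008371813.1, where the site had category 0 and a degradome p-value of 0.0124 in TBVm. In XM_008365682.1 the site had category 2 and a degradome p-value of 0.483. A further LAC7 transcript, XM_008352281.1, had 49 reads at position 675 in TBVm and 0 in TBMd, at least 22.0-fold higher against 3 reads, with a lower 95% counting limit of 17.2 (exact test, adjusted p = 4.56e-18). LAC5, another laccase named here after its values were seen, had 0 and 1 reads. The miR397 read groups were 3, all 3 higher in TBVm under each scaling of the libraries, also when adjusted over the list alone. Genes of nitrogen metabolism had 4 read groups higher of 4 tested, with 3 of them these LAC7 sites and 1 a glutamine synthetase (XM_008355635.1) with 16 reads in TBVm and 8 in TBMd, which did not pass with no minimum of reads. After division over the places they map to, the reads at position 751 came to 271.6 in TBVm and 0.8 in TBMd, so most of them map to several transcripts and the gene copy they came from is not fixed by the reads.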

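Ca2+-transporting ATPases remove calcium from the cytosol after the calcium signals that follow recognition of a pathogen. The transcript is XM_008393337.1, with the symbol ACA10, a calcium pump of the plasma membrane. Its site at position 343 had 0 reads in TBVm and 8 in TBMd, all of them unshared. The alignment score with mdm-miR3627a_R-1 (TCGCAGGAGAGATGGCACT) was 1.5, and 5 miRNAs of similar sequence were assigned to the same position. The site had category 2 and a degradome p-value of 0.283 for this miRNA in TBMd. With 8 reads the site was below the minimum for the adjusted test, and its unadjusted Fisher's exact p from the reads was 0.0128. The other records of the miRNA were 3 transcripts of the ribosomal protein RPS15AA, with 0 and 2 shared reads at position 67. ACT transcripts, with mdm-MIR3627c-p3, gave the only read group of the miR3627 family that was tested, with 5 reads in each library, and it did not pass the test. Genes of calcium transport in all had 0 reads in TBVm and 16 in TBMd, with no read group of 10 or more.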

The target genes for some novel candidate miRNAs were also determined. The gene ppe-MIR172c-p5 was found to regulate the expression of monodehydroascorbate reductase, and PC-5p-154495_9 could affect the ABC transporters pathway (KEGG) by targeting ATP-binding cassette (Table 2). However, there were still large numbers of miRNAs whose targets remained undetected. 

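The 12 pairs of Table 2 concern enzymes of antioxidant defense, ubiquitination, autophagy and cell wall synthesis as well as regulators of development, and all 12 had a record. In 4 of them the site had at least 10 reads, those of AGO2, LAC7, RAP2-7 and DCL1. Monodehydroascorbate reductase (AFRR, XM_008393540.1), which regenerates ascorbate, had 1 read at position 527 in TBVm and 0 in TBMd, with a degradome p-value of 0.996 and an alignment score of 4. The ABC transporter ABCG6 (XM_008355882.1), a half-size carrier of suberin precursors, had 0 and 3 reads at position 2622. The ubiquitin ligase UPL5 had 3 reads in TBVm and 0 in TBMd at position 2429, and ATG7, an enzyme of autophagosome formation, had 0 and 2 at position 955. Pyruvate dehydrogenase kinase (PDK) had 2 and 0 reads at position 919, the cellulose synthase CESA2 had 0 and 4 at position 1833, and glutathione S-transferase had 0 and 2 at position 528. In the authors' deposited table the p-value of the library difference was 1.22e-33 for the AFRR site, 1.03e-42 for ABCG6, 1.05e-49 for UPL5 and 1.59e-28 for ATG7. From the reads themselves, the smallest p that Fisher's exact test can give with the recovered library totals was 0.427 for a site with 1 read, 0.182 for 2 reads and 0.0776 for 3 reads, so no difference was detectable at this depth for sites with so few reads. In all, ABC transporter genes had 5 reads in TBVm and 3 in TBMd, genes of glutathione metabolism 6 and 5, and genes of autophagy 0 and 3, with no read group of 10 or more.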

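The miRNAs without detected targets were mostly candidates predicted in these libraries, whose precursors are less well characterised than those of conserved families such as miR156 or miR396. Of 1095 miRNAs with a predicted target in the deposited table, 743 (67.9%) had no cleavage record. Among them were 603 PC candidates and 71 known apple miRNAs. A record was present for 55.3% of the known apple miRNAs in the table and for 15.9% of the 717 PC candidates. The table held 12747 predicted pairs of a miRNA and a transcript without a read in either library. A predicted pair without reads is not detectable at this depth, which differs from a pair that is not cleaved. The miR408 family had no read group, and miR390, miR391 and miR6300 had read groups with fewer than 10 reads only.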

All the results of these two libraries have also been submitted to the GEO repository of NCBI (GEO accession: GSE104752), with the sample number GSM2807181 for TBMd and GSM2807180 for TBVm.

**Table 2:** Typical target genes identified through degradome sequencing.

**SmallRNA**	**SmallRNA_seq**	**Transcript**	**Transcript Annotation**	**KEGG_pathways**	**Alignment Score**	**Alignment Range**	***P*-value**
mdm-miR403a	TTAGATTCACGCACAAACTCG	XM_008373619.1	Argonaute	–	1	3231–3251	0.00E+00
mdm-miR397a_L+1R+2_1ss22AG	ATTGAGTGCAGCGTTGATGAAGGT	XM_008365682.1	Nitrite reductase (NO-forming)	ko00910(Nitrogen metabolism)	2.5	738–760	0.00E+00
mdm-miR172a_R+1_1	AGAATCTTGATGATGCTGCAA	XM_008359912.1	AP2-like factor, euAP2 lineage	–	2	1715–1735	0.00E+00
mdm-miR396c_R-2	TTCCACAGCTTTCTTGAAC	XM_008372783.1	E3 ubiquitin-protein ligase	ko04120(Ubiquitin mediated proteolysis); ko04144(Endocytosis)	4	2420–2438	8.13E−42
mdm-miR3627a_R-1	TCGCAGGAGAGATGGCACT	XM_008393337.1	Ca^2+^-transporting ATPase	–	1.5	334–352	8.36E−76
mdm-miR162a	TCGATAAACCTCTGCATCCAG	XM_008360618.1	Endoribonuclease Dicer	–	2	3720–3741	2.00E−31
gma-MIR5368-p3_1ss3GA	CCAAGGGACAGTCTCAGGT	XM_008373238.1	Autophagy-related protein 7	ko04140(Regulation of autophagy)	3	946–964	3.22E−20
gma-MIR5368-p5_1ss2AT	GTGAGATACCACTCTGGA	XM_008360074.1	Cellulose synthase A	–	4	1825–1842	5.69E−09
ppe-MIR172c-p5	GCGGCATCATCAAGATTCAC	XM_008393540.1	Monodehydroascorbate reductase	ko00053(Ascorbate and aldarate metabolism)	4	518–536	1.92E−28
PC-3p-202837_7	AGGAATGTAAAATGAGATT	XM_008392258.1	Pyruvate dehydrogenase kinase	–	3.5	909–928	1.69E−19
PC-3p-370429_4	AGTGTAGAATGAGATTTTTTGAAG	XR_524420.1	Glutathione S-transferase	ko00980(Metabolism of xenobiotics by cytochrome P450);ko00982(Drug metabolism - cytochrome P450)	3	514–537	1.69E−08
PC-5p-154495_9	AGATGAATTTGAATTTTGAGATTT	XM_008355882.1	ATP-binding cassette	ko02010 (ABC transporters)	2.5	2608–2631	1.61E−29

### Target annotation of differentially expressed miRNAs in apple response to *Vm*

The GO annotation showed that these target genes could participate in various cellular processes, such as apoptosis, transcription regulation, auxin-mediated signaling pathway, ATP binding, DNA binding and protein binding activity (Table S6). 

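Transcription factors and components of auxin signalling made up a larger share of the transcripts with cleavage reads than of the predicted targets without them. The comparison set 725 annotated transcripts with a record against 4060 predicted targets without one, by a two-sided Fisher's exact test per GO term adjusted over 683 terms. Of these terms, 52 were more frequent among transcripts with a record and 6 less frequent. With 1 transcript per gene symbol the numbers were 7 and 1, and with a degradome p-value at or under 0.05 required 26 were more frequent. Apoptosis, a term that marks NB-LRR genes in this annotation, was carried by 109 transcripts with a record and 399 without (adjusted exact p = 0.00189). With a degradome p-value at or under 0.05 required, it was carried by 14 and 494, and it no longer passed. DNA binding was carried by 127 and 416 transcripts (adjusted exact p = 5.67e-06) and protein binding by 152 and 577 (adjusted exact p = 4.18e-04). ATP binding was the most common term, carried by 226 transcripts with a record (31.2%). Receptor activity was less frequent among transcripts with a record, 17 against 282 (adjusted exact p = 1.84e-05), as was integral to membrane, 113 against 1026 (adjusted exact p = 7.56e-07). These last terms were named after their values were seen. Transcripts of a gene family share cleavage reads and are not independent.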

To better explore the biological meaning, we further processed an enrichment analysis of target genes with *p* ≤ 0.01 using the Revigo tool. 106 genes were classified into three categories, and most them were linked into a complex net. 

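The F-box auxin receptors TIR1 and AFB2, which bind auxin as part of an SCF ubiquitin ligase and mark repressors of auxin responses for degradation, were among the targets with the most reads. The SCF complex term was carried by 6 transcripts with a record and 0 without (Fisher's exact test, adjusted p = 5.66e-04). Nuclear proteins made up 219 of the annotated targets (30.2%) against 811 of the predicted targets without reads (adjusted exact p = 3.38e-07). The 4 read groups of the SCF and F-box list all belonged to TIR1 and AFB2, and all 4 were lower in TBVm, also when adjusted over the list alone. They count nearly the same reads once for each of 2 transcripts per gene. With the median ratio of all read groups divided out, 2 of the 4 were lower, those of AFB2, and none was higher.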

Based on the results, the two most basic “Cellular Component” categories are “nucleus” and “SCF ubiquitin ligase complex” (Figure S5). In “Biological Process,” the top two are “auxin mediated signaling pathway” and “regulation of transcription, DNA-dependent” (Figure S6). 

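In auxin signalling, the reads of the auxin receptors and of the auxin response factors ARF6 and ARF8, activators of auxin-induced transcription, were fewer in TBVm. AFB2 (XM_008343028.1, position 2357, miR393) had 47 reads in TBVm and 622 in TBMd, 9.85-fold lower (95% counting interval 7.31 to 13.5, Fisher's exact test, adjusted p = 3.87e-94). TIR1 (XM_008388395.1, position 1756, miR393) had 379 and 699 reads, 1.37-fold lower (1.21 to 1.56, adjusted p = 1.78e-06), but did not pass with the median ratio divided out (adjusted exact p = 0.795). ARF8 (XM_008344931.1, position 2761, miR167) had 15 and 141 reads, 6.99-fold lower (4.10 to 12.8, adjusted exact p = 8.01e-19). ARF6 (XM_008373423.1, miR167) had 12 and 83 reads, 5.15-fold lower (2.79 to 10.4, adjusted exact p = 2.30e-09). ARF17, a repressor targeted by miR160, had 107 and 164 reads and did not pass the test. The auxin list had 16 read groups with 2 higher, 12 lower and 2 not past the test, the same when adjusted over the list alone. Its median log2 ratio was -1.39 (percentile 8.07), and with the median ratio divided out 8 were lower and 2 higher. Regulation of transcription had 43 read groups, of which 13 were higher, 16 were lower (15 when adjusted over the list alone) and 14 did not pass. The median log2 ratio of this list was -0.31, at percentile 40.1 of random lists, and it changed sign to 0.11 with the median ratio divided out. The auxin term was carried by 32 transcripts with a record (4.41%) and 32 without (0.788%, adjusted exact p = 1.04e-08), and the transcription term by 126 (17.4%) and 345 (8.50%, adjusted exact p = 4.48e-09).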

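Transcription factors that bind DNA as pairs carry the dimerization term, while elongation factors deliver tRNA to the ribosome during translation. Protein dimerization activity was carried by 36 targets with a record and 41 predicted targets without one (Fisher's exact test, adjusted p = 1.04e-08). With 1 transcript per gene symbol these numbers were 10 and 18, and the term did not pass (adjusted exact p = 0.138). The elongation factor term was carried by 15 targets and 7 predicted targets without reads (adjusted exact p = 2.62e-06). With a degradome p-value at or under 0.05 required, 0 of its transcripts had a record and 22 had none. The same 0 and 22 were found with category 0 to 2, category 0 or 1, at least 5 reads, or reads in both libraries required.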

And in “Molecular Function,” the two most categories are “protein dimerization activity” and “translation elongation factor activity” (Figure S7). Meanwhile, 124 KEGG pathways were classified, and the most common pathways were “Cysteine and methionine metabolism,” “Phenylpropanoid biosynthesis,” “Ribosome,” “Regulation of autophagy,” “basal transcription factors,” “Aminoacyl–tRNA biosynthesis,” “Nitrogen metabolism,” and “Glutathione metabolism” (Figure S8). 

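The most common pathways included amino acid, phenylpropanoid and nitrogen metabolism along with translation and autophagy. Cysteine and methionine metabolism, which supplies sulfur for glutathione and methyl groups for methylation, was the pathway of 18 targets (7.86% of the 229 annotated targets). Ribosome had 13 targets, purine metabolism and phenylpropanoid biosynthesis 11 each, and aminoacyl-tRNA biosynthesis 10. Nitrogen metabolism had 8, basal transcription factors 7 and glutathione metabolism 6. In all, the targets fell in 122 pathways. Compared with 1178 predicted targets without reads, 5 of 149 pathways tested were more frequent and 2 less frequent (Fisher's exact test at the same threshold). With a degradome p-value at or under 0.05, or category 0 or 1, required, 0 were more frequent, and 1 was with 1 transcript per gene symbol. The less frequent pathways fell to 0 under each of the filters. Regulation of autophagy had 11 targets with a record and 13 without (adjusted exact p = 0.0187), and ribosome had 13 and 25 and did not pass (adjusted exact p = 0.0821). Autophagy did not pass when a degradome p-value at or under 0.05, category 0 to 2, at least 5 reads or reads in both libraries was required. Of the genes of cysteine and methionine metabolism, 1 read group was tested and it was lower in TBVm. This transcript (XM_008373040.1, mdm-MIR477b-p3) is annotated as a DNA methyltransferase but has the symbol PERK9 of a receptor kinase, with 0 reads in TBVm and 22 in TBMd, at least 5.46-fold lower against 3 reads with a 95% counting limit of 4.08 (exact test, adjusted p = 1.96e-05), at category 2 and a degradome p-value of 0.989. Ribosome genes had 6 reads in TBVm and 11 in TBMd over all sites.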

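MPK3 of the MAPK pathway is a kinase of pattern-triggered immunity, and the pathway of plant-pathogen interaction holds receptors and calcium sensors of defense. Targets with a record numbered 4 in plant-pathogen interaction against 33 predicted targets without reads (Fisher's exact test, adjusted p = 0.833). For the MAPK pathway the numbers were 3 and 40 (adjusted exact p = 0.513), and for ABC transporters 3 and 29 (adjusted exact p = 0.814). Plant-pathogen interaction genes had 1 read in each library, so no difference between the libraries was detectable. The 1 read group tested in the MAPK pathway did not pass.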

We also found some pathways related particularly to disease response, such as plant-pathogen interaction, the MAPK signaling pathway, and ABC transporters (Table S7).

### *Vm* infection triggers the expression change of miRNAs and target genes

Based on the results of deep sequencing, lots of miRNAs were speculated to play roles in interaction between apple tree and *Vm*. And 17 miRNAs, which showed an obvious induced/reduced expression in IVm compared with BMd (*p* ≤ 0.05), together with more than 10 normalized reads number in IVm or BMd, were selected for qRT-PCR analysis to explore their expression in apple twig tissues response to *Vm* infection. Our results showed that mdm-miR156a, mdm-miR858b, mdm-miR391, mdm-miR477a, and gma-miR6300 were up-regulated during *Vm* infection process, and mdm-miR391 showed noticeable induction in the early stage of infection (hpi). Compared with the control, the expression levels of mdm-miR319a, mdm-miR403a, ppe-miR530, and gma-miR160-p3 were decreased. Moreover, mdm-miR482b, mdm-miR535d, bol-miR9410, peu-miR2916-p3, PC-5p-409096, PC-3p-102462, and PC-3p-166024 expressed stably during the entire infection progress of *Vm* (Figure 4; Table S8). Meanwhile, 22 identified targets, which were predicted to be important to stress response of plants and showed an obvious induced/reduced expression in TBVm compared with TBMd (*p* ≤ 0.05), were also selected for transcript analysis. 

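The 22 targets include receptors and regulators of immunity such as the homologs of SNC1, RPM1 and RPPL1, the transcription factors NAC021 and WRKY75, and the chaperone ATJ8. Over 29 sites of these transcripts, 6 transcripts had a site with at least 10 reads. Reads were higher in TBVm at NAC021 (XM_008384806.1, position 677, miR164), a NAC factor, with 54 against 7 reads, 10.4-fold (95% counting interval 4.70 to 27.0, Fisher's exact test, adjusted p = 1.03e-12). They were also higher at SNC1 (XM_008351234.1, position 376, mdm-miR482b), with 41 against 22, 2.50-fold (1.46 to 4.42, adjusted exact p = 9.78e-04), and at ATJ8, with 133 against 119, 1.50-fold (1.16 to 1.94, adjusted exact p = 0.00271). ATJ8 did not pass with normalized reads, where its log2 ratio was 0.56 against 0.59 with raw reads. They were lower at RPPL1 (XM_008386604.1), with 2 against 25, 9.30-fold (2.32 to 81.0, adjusted exact p = 2.29e-04), and at At3g14460, with 6 against 26, 3.22-fold (1.30 to 9.58, adjusted exact p = 0.0113). ASA2 shares the reads of RPPL1, which fall below the minimum of 10 once divided over the places they map to (0.333 and 3.11). At3g14460 did not pass with the median ratio divided out (0.0951) or with no minimum of reads (0.0595). RPM1 had 95 and 115 reads and did not pass, but it passed as higher with the median ratio divided out. Adjusted over the list alone, 3 were higher and 2 were lower. The study chose this list on these libraries, so the counts are not independent evidence. Of the other transcripts, 4 had 4 to 9 reads and 12 had at most 3 at their best site, and 6 of the 12 had a single read. HRR25 and BHLH80 had 0 reads in TBVm and 2 in TBMd, FPS2 had 2 and 0, UXS5 0 and 4, and CIPK23, TAR1-A and SF21 0 and 1 each. RD19A had 2 and 6 reads at position 56 and 4 and 0 at position 522. WRKY75, a regulator of phosphate starvation and defense genes, had 1 read at position 841 and 2 at position 926, all in TBVm. In the authors' deposited table, the p-value of the library difference was at or under 0.05 at 1026 of the 1123 distinct sites (91.4%), and at 404 of the 434 sites with a single read. A site with 1 unshared read in TBVm alone had a p-value of 1.22e-33 in the authors' deposited table, where a test of the reads gives 0.427, and a site with 1 in TBMd alone had 1.37e-14, where a test of the reads gives 1. The paper states that the 22 targets were chosen for their predicted importance to stress and for a difference between the libraries.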

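Beyond these targets, sites in genes of nutrient supply and transcription differed between the libraries, among sites of many other roles. APS1 (XM_008342800.1, position 533, mdm-miR395a), an ATP sulfurylase that starts sulfate assimilation, had 71 reads in TBVm and 2 in TBMd. This is 47.7-fold higher (95% counting interval 12.7 to 402, Fisher's exact test, adjusted p = 4.96e-23). NAC100 (XM_008376341.1, position 1035, miR164), a NAC transcription factor, had 175 and 10 reads, 23.5-fold higher (12.5 to 49.9, adjusted exact p = 9.53e-51). At4g22990 (XM_008350574.1, position 246, miR827), an SPX protein of phosphate storage, had 419 and 96, 5.87-fold higher (4.69 to 7.40, adjusted exact p = 2.39e-71). MYB330 (XM_008371262.1, position 574, mdm-miR828a_R+2), a MYB factor of the phenylpropanoid pathway, had 0 and 78, at least 19.3-fold lower against 3 reads, with a 95% counting limit of 15.4 (adjusted exact p = 1.08e-18). C1 (miR828), a MYB factor of anthocyanin synthesis, had 26 and 182, 5.21-fold lower (3.44 to 8.19, adjusted exact p = 4.96e-20). RAP2-7 and AP2 (miR172), which control the change of growth phase and flower form, shared 9 and 123 reads, 10.2-fold lower (5.19 to 22.8, adjusted exact p = 2.29e-19). SCL6 (miR171), a GRAS factor of shoot branching, had 5 and 27, 4.02-fold lower (1.53 to 13.4, adjusted exact p = 0.00359). N (XM_008349346.1, vvi-MIR3623), a resistance gene homolog, had 0 and 27, at least 6.70-fold lower against 3 reads, with a 95% counting limit of 5.08 (adjusted exact p = 1.20e-06). Of the 104 read groups tested, 30 were higher, 43 were lower and 31 did not pass, with a median log2 ratio of -0.42. With this median divided out, 34 were higher and 31 lower, and 61 calls were shared with the comparison by library totals. The read groups tested had 10 to 1607 reads with a median of 45.5, and 480 had too few reads to be tested.
With normalized reads 13 of 71 read groups were higher and 26 lower. With 1 read group per gene symbol and family, chosen after seeing the data, 17 of 74 were higher and 35 lower, with a median log2 ratio of -0.83.
By miRNA family, all read groups tested were higher for miR395 (2) and miR164 (2) and lower for miR393 (4), miR167 (4), miR828 (4) and miR403 (2), each the same when adjusted over the list alone. These tallies count nearly the same reads more than once for APS1, TIR1, AFB2 and ARF6, so they are not numbers of separate events. With the median divided out, 2 of miR393 and 1 of miR167 no longer passed. For miR319, which targets TCP factors of leaf growth, 11 of 14 were higher and 2 lower, and the 11 are all transcripts of TCP2 with nearly the same reads. The family had a median log2 ratio of 0.81, and with 1 read group per gene symbol and family the median changed sign to -1.07, an alternative chosen after seeing the data. With normalized reads 0 of 12 read groups of this family passed as higher and 1 as lower, while the median log2 ratio stayed at 0.81. Division over the places a read maps to leaves fewer reads, and with them less power, so the lost calls say little about the direction. TCP2 (XM_008373561.1, position 2077) had 171 and 119 reads, 1.93-fold higher (1.52 to 2.46, adjusted exact p = 1.06e-07), and did not pass with normalized reads (adjusted exact p = 0.137). The families miR396 (2 of 4 higher, 1 lower), miR399 (1 of 2 higher), miR535 (1 of 2 higher), miR159 (1 of 6 higher), miR482 (2 of 7 higher, 3 lower) and miR2118 (1 of 6 higher, 3 lower) had read groups that did not pass as well. So did miR160 (2 of 4 lower), miR166 (3 of 5 lower), miR168 (1 of 2 lower), miR171 (1 of 2 lower), miR172 (1 of 4 higher, 2 lower) and miR858 (1 of 3 lower). For miR2118, 2 were higher when adjusted over the list alone, and 4 were higher and 2 lower with the median divided out. Both read groups of miR394, which target the F-box gene FBX6, did not pass.

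**Figure D1:**
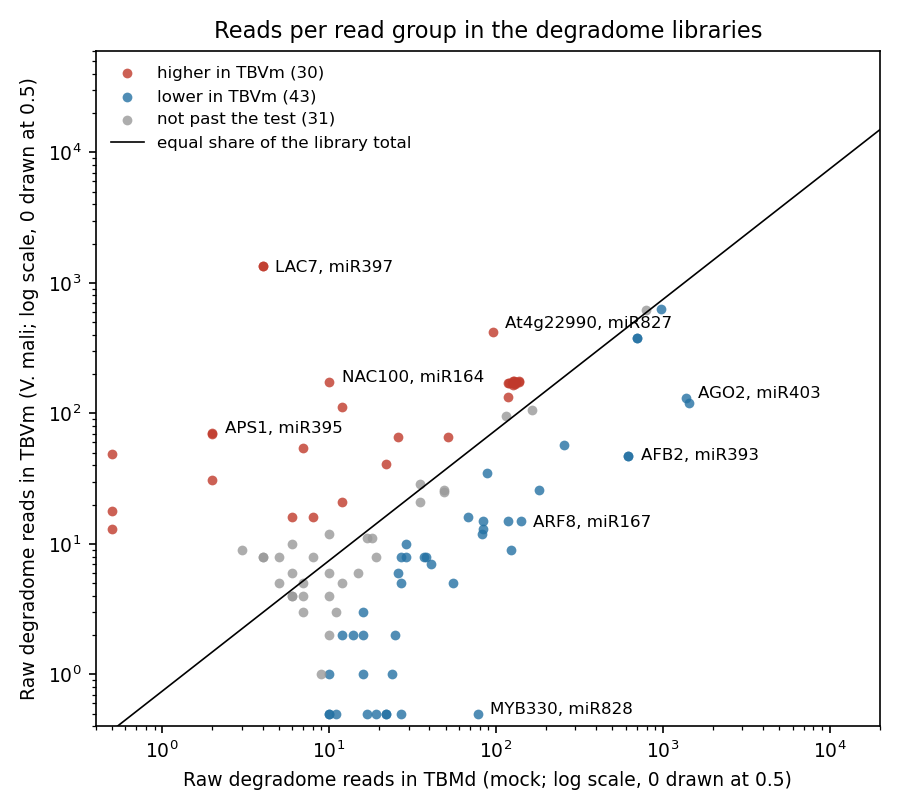
Raw reads of each of the 104 read groups tested in TBMd (horizontal axis) and TBVm (vertical axis), both on log scales with 0 drawn at 0.5. Red points were higher in TBVm (30), blue points were lower (43), grey points did not pass (31), and the line marks an equal share of the library totals.

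**Figure D2:**
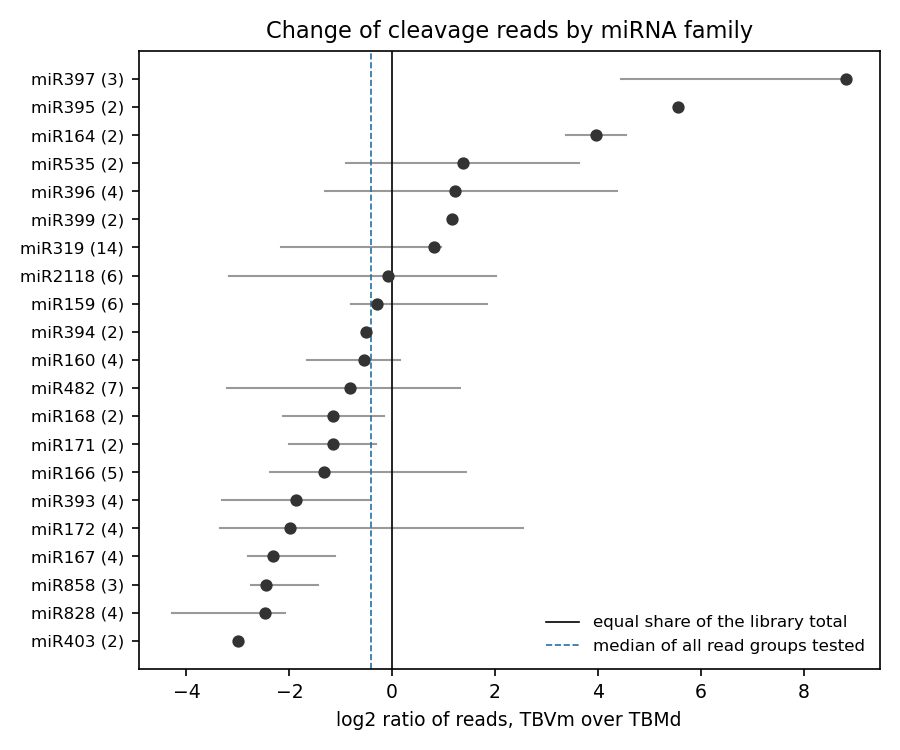
Median log2 ratio of reads in TBVm over TBMd for each miRNA family with at least 2 read groups tested (numbers in brackets), with lines from the lowest to the highest read group. The dashed line is the median of all 104 read groups tested (-0.42), and dividing it out raises every family by the same amount, which takes the medians of miR2118 and miR159 from below 0 to above 0.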

Eleven genes were up-regulated when apple twigs were inoculated with *Vm*, and most of them were related to plant disease resistance, such as the homologs of ATL2, SNC1, WRKY75, RPPL1, and RGA3. Compared to the control, the expression of the homologs of RPM1, At1g62630, At1g12290, and NAC021 decreased, and the other seven genes showed stable expression during the entire infection progress of *Vm* (Figure 5; Table S9).

**Figure 4:**
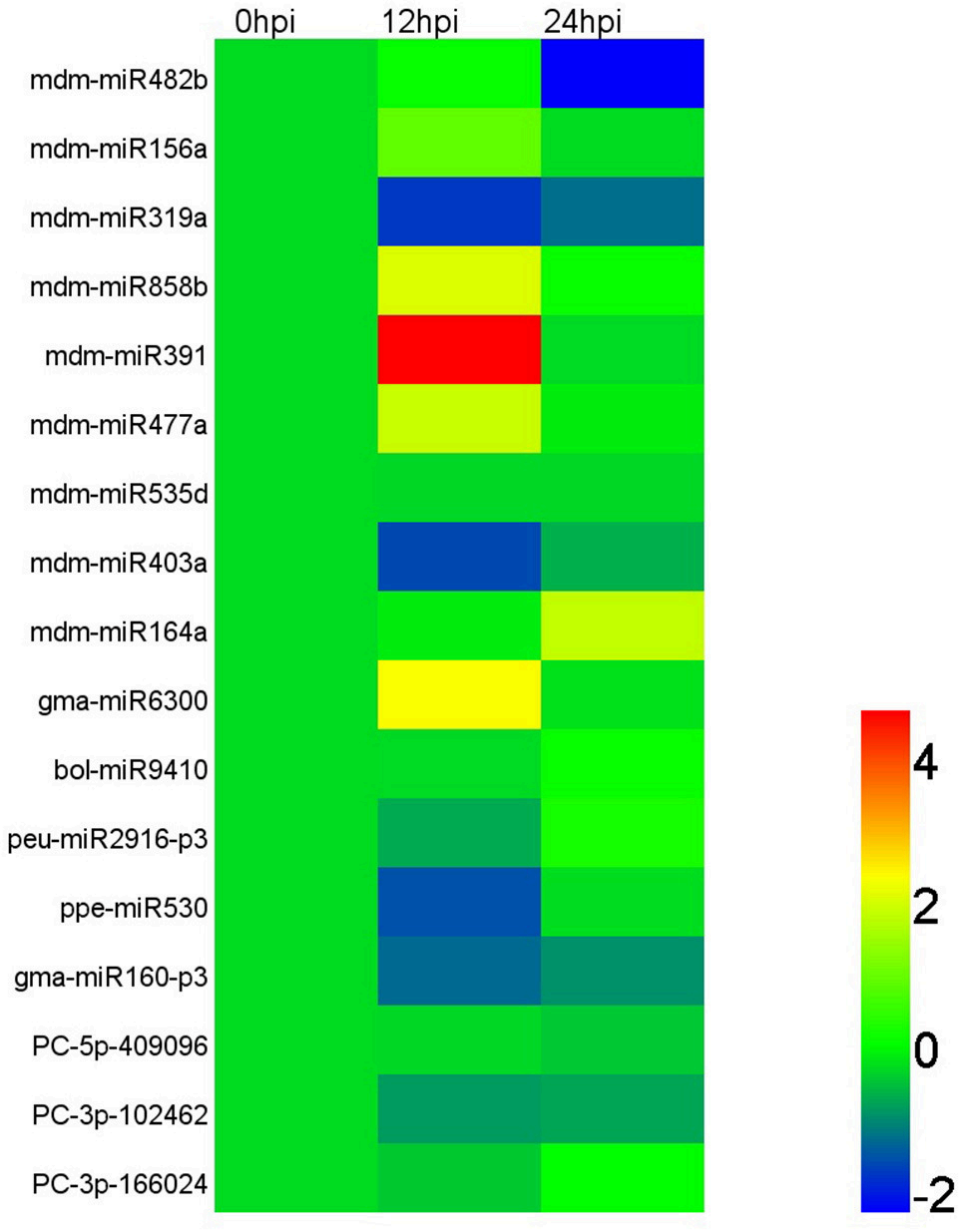
Relative expression of miRNAs in apple twig bark tissue—*V. mali* interaction. According to the sequencing read number, 17 miRNAs were selected for transcript accumulation analysis in apple twig bark tissue after challenge with *V. mali* (12 and 48 hpi). The relative expression level of the miRNAs in the *V. mali*-inoculated plants at each time point was calculated as the fold-change of the mock-inoculated plants at that time point using the comparative 2^−ΔΔ^CT method. The value of Log2 fold-change is used to construct the heat map. Different colors indicate the relative expression level of different miRNAs during the infection progress of *Vm* to apple twigs.

**Figure 5:**
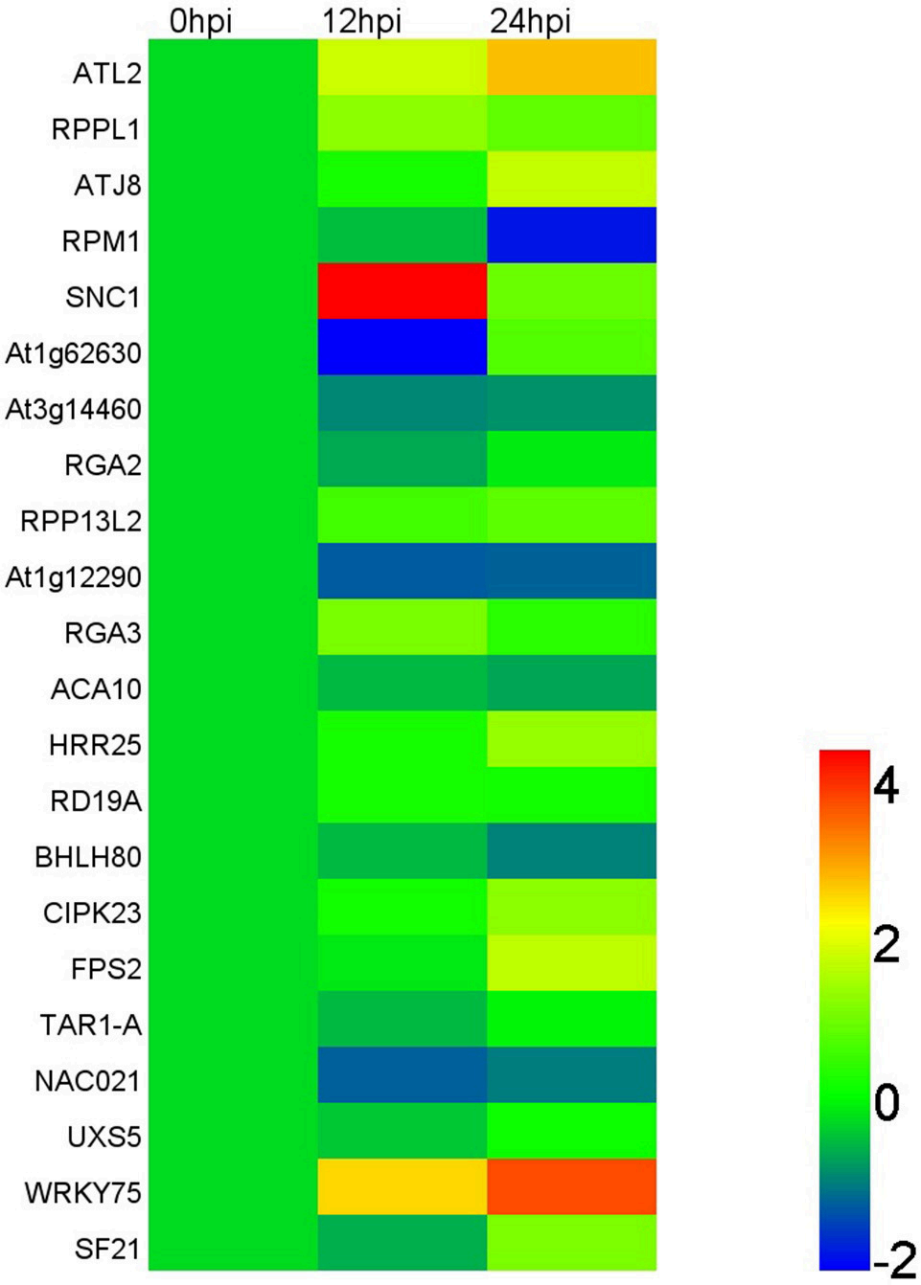
Relative expression of the target genes in apple twig bark tissue—*V. mali* interaction. Twenty-two identified targets of miRNAs were selected for transcript accumulation analysis in apple twig bark tissue after challenge with *V. mali* (12 and 48 hpi). The data were normalized to the expression level of apple translation elongation factor 1 alpha-subunit (EF). The relative expression level of the miRNAs in the *V. mali*-inoculated plants at each time point was calculated as the fold-change of the mock-inoculated plants at that time point using the comparative 2^−ΔΔ^CT method. The value of Log2 fold-change is used to construct the heat map. Different colors indicate the relative expression level of different target genes during the infection progress of *Vm* to apple twigs.

### miRNAs and corresponding target genes function by forming complex networks

The regulatory mechanisms of miRNAs in the apple twig bark response to *Vm* were very complex. Based on the detected targets, we found that the one-to-one regulation model was not prevalent. 

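Families such as miR396, miR482 and miR159 pair with conserved parts of many related transcripts, and isoforms of 1 gene carry the same site. Of the 352 miRNAs with a record, 253 (71.9%) had more than 1 target transcript, with a median of 4. Of the 1008 unigenes, 343 (34.0%) had more than 1 miRNA, with a median of 1. Pairs in which the miRNA had only that target and the target only that miRNA numbered 26. When sites that share reads were counted once, 189 miRNAs (53.7%) had more than 1 read group. Among the lines analysed here, the most targets were found for mdm-miR396c_R-2, with 49 transcripts of 22 gene symbols, none with a degradome p-value at or under 0.05. Then followed mtr-miR2673a_L+1R-2_1ss4TA with 37 transcripts, again none with such a p-value, and mdm-miR482b with 36, of which 13 had one. The p3 and p5 entries of vvi-MIR3623 had 34 each, none with such a p-value. In all, 68 miRNAs had at least 10 targets. From the targets per miRNA and the miRNAs per target, the paper reasons that miRNAs and targets form a complex network.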

Majority of miRNAs could target more than one transcript, and most miRNAs and their targets constructed a complex regulatory network. For example, ppe-MIR169i-p5_2ss1CT19GT was found to cleave 80 target transcripts, and the transcript XM_008348120.1 could be regulated by 29 candidate miRNAs (Tables S10, S11). 

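The transcript XM_008348120.1 carries the symbol GAM1, a MYB transcription factor of gibberellin responses that miR159 is known to cleave in other plants. Its 29 miRNAs met at 3 neighbouring positions, so they do not stand for 29 cleavage events. Position 1547 was assigned to 16 of them and had 21 reads in TBVm and 35 in TBMd, with category 0 and degradome p-values that differ by miRNA, the smallest being 0.0028. Position 1546 was assigned to 11 miRNAs and had 5 and 1 reads, and position 1545 to 2 miRNAs and had 0 and 1. The read group at position 1547 did not pass the comparison of the libraries. The transcripts XM_008377161.1 and XM_008377162.1, with the same symbol, carry the same reads and 26 miRNAs each. XM_008351842.1, which has no symbol, also had 26 miRNAs, on 1 read in TBVm and 3 in TBMd.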

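Receptors of the NB-LRR class guard plant cells against pathogen effectors, and miR482 pairs with the part of their transcripts that encodes the conserved P-loop. In the deposited table mdm-miR482b had records for 36 transcripts of 15 gene symbols, and 13 of these transcripts had a degradome p-value at or under 0.05. RPM1 and RPP8L3, receptors that act against bacteria and oomycetes, shared 95 reads in TBVm and 115 in TBMd (Fisher's exact test, adjusted p = 0.555), and passed as higher in TBVm with the median ratio divided out (0.00917). Homologs of N had 8 and 19 reads (adjusted exact p = 0.304). Of the 14 genes shown for this miRNA in Figure 6A, 13 had a record with it, 8 had at least 10 reads at a site and 4 had a single read, namely RGA2, At1g12290, At1g59620 and RPP13L2. RGA3 had 4 reads. The transcript of At1g62630 (XM_008344817.1) had its record with csi-miR482b_1ss10CA, with 0 and 3 reads at position 418. A degradome p-value at or under 0.05 was found for At3g14460, RPPL1 and RGA3. At 13 of the sites of mdm-miR482b the reads were in TBMd alone, and at 0 in TBVm alone. ATL2 (XM_008392402.1) had 9 miRNAs, all PC candidates, at 4 sites with 0 reads in TBVm and 8 in TBMd over the sites. The sites, at positions 665, 666, 674 and 752, had at most 3 reads each and degradome p-values from 0.199 to 0.457, so a difference between the libraries was not detectable at any of them.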

Notably, the expression of atlastin GTPase 2 (ATL2) could be regulated by nine novel candidate miRNAs, and the conserved miRNA mdm-miR482b in apple could target 14 genes; most target genes were disease resistance related genes, such as the Rho-type GTPase-activating protein and the disease resistance protein family members (Figure 6). Moreover, these miRNAs/targets on the cross point may be essential in the disease response signal network.

**Figure 6:**
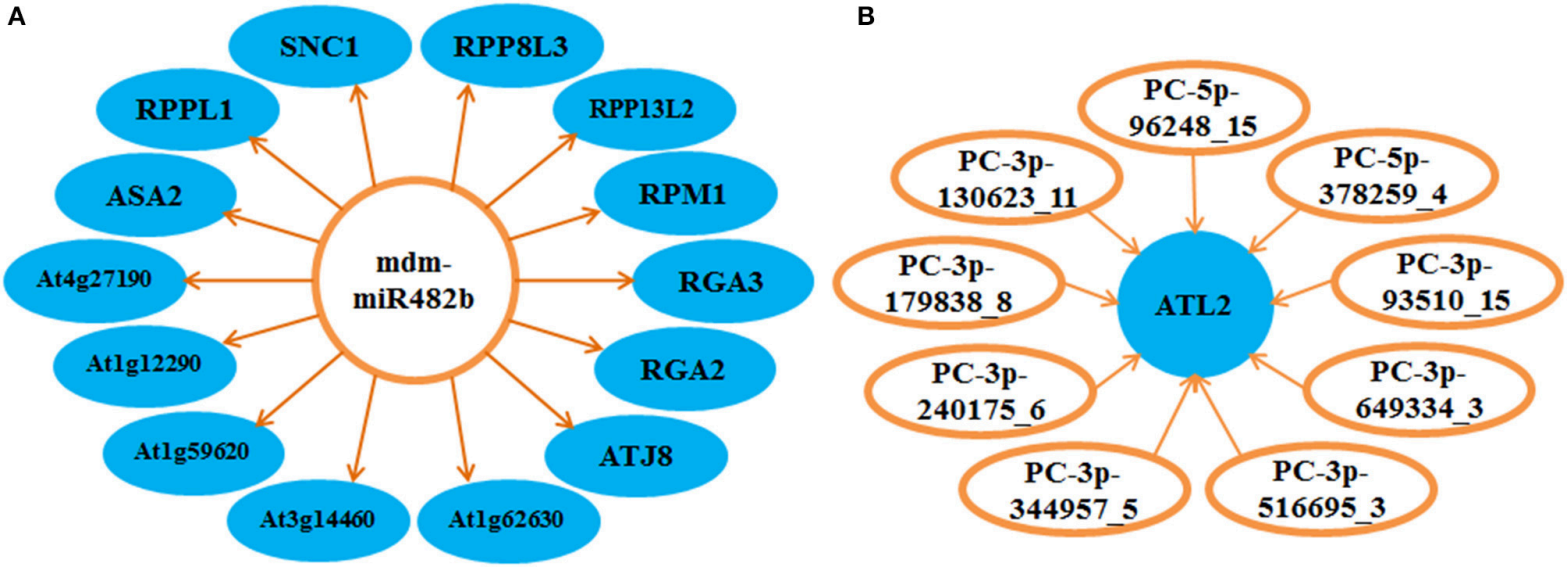
Disease resistance-related regulation network of miRNAs and corresponding targets in the interaction of apple twig bark and *V. mali*. Several miRNAs and their corresponding targets were selected to show the complex regulation net, and most of them were associated with plant disease resistance. **(A)** One miRNA was found to be able to regulate several targets. **(B)** One target could also be regulated by various miRNAs. ATL2, atlastin GTPase 2; ASA2, anthranilate synthase; At1g12290 and At1g59620, probable disease resistance protein; At3g14460 and RPM1, putative disease resistance protein; At1g62630 and At4g27190, disease resistance protein; ATJ8, J proteins; RGA2 and RGA3, Rho-type GTPase-activating protein; RPP13L2, putative disease resistance RPP13-like protein 2; RPP8L3, disease resistance RPP8-like protein 3; RPPL1, putative disease resistance RPP13-like protein 1; SNC1, TIR-NBS-LRR class disease resistance protein.

### Feedback regulation of the sRNA pathway in apple-*Vm* interaction

Dicer and AGO genes are the core components of the sRNA pathway; however, the role of miRNAs in their regulation remains unknown. Based on the results of degradome sequencing, we found four transcripts of the “switch” gene controlling miRNA generation (Dicer1), which could be cleaved by three different but highly homologous miRNAs from the same family of miR162. Moreover, two transcripts coding AGO2 were identified to have a cleavage site of three similar miRNAs from the miR403 family. Moreover, the important component, AGO1, which mainly binds miRNAs to cleave the corresponding targets, could be regulated by four miRNAs. Among them, two are from the miR168 family, and another two are from miR159 and miR530 families (Figure 7).

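DCL1 is the nuclease that processes miRNA precursors, and its own transcript is a known target of miR162. XM_008360618.1 had 8 reads in each library at position 3731, where hpe-miR162a_R+2, mdm-miR162a and ptc-miR162a_R+1 all pair. Relative to the totals the ratio of TBVm over TBMd was 1.34 (95% counting interval 0.440 to 4.11), and the read group did not pass (Fisher's exact test, adjusted p = 0.683). The interval leaves open a change of up to 4.11-fold, so depth limits this comparison. The site had category 1 with a degradome p-value of 0.0144 in TBVm, and category 2 with 0.705 in TBMd. The transcripts XM_008366619.1, XM_008378017.1 and XM_008358756.1 share the same 2 reads in TBVm and 1 in TBMd at positions 3362, 3725 and 2012.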

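AGO2 loads small RNAs that act against viruses and bacteria, and miR403 is its conserved regulator in dicots. XM_008373619.1 had 131 reads in TBVm and 1372 in TBMd at position 3242, 7.79-fold lower (95% counting interval 6.51 to 9.40, Fisher's exact test, adjusted p = 3.02e-187). XM_008385111.1 had 5 and 55 reads at position 3152, 8.18-fold lower (3.30 to 26.2, adjusted exact p = 3.59e-08). The reads of both sites were unshared, both had category 0 in each library, and the smallest degradome p-value among the miRNAs was 0.0112 in TBVm and 0.0140 in TBMd. The 3 miRNAs of the family, mdm-miR403a, gma-miR403a and gma-miR403a_R+1_1ss21GT, were assigned to the same position in each transcript, so the reads cannot be divided among them. Genes of the small RNA pathway had 4 read groups, of which 3 were lower, 0 were higher and 1 did not pass, also when adjusted over the list alone. Their median log2 ratio was -2.54 and stayed below 0 under each scaling of the libraries.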

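AGO1 is the main Argonaute of miRNA-guided cleavage, and its regulation by miR168 is a known feedback loop. AGO1B (XM_008366472.1, position 1062), with mdm-MIR168b-p5 and ppe-MIR168-p5, had 7 reads in TBVm and 41 in TBMd, 4.36-fold lower (95% counting interval 1.94 to 11.5, Fisher's exact test, adjusted p = 1.14e-04). The site had category 0 and a degradome p-value of 0.00509 in TBMd, and category 2 and 0.193 in TBVm. The sites of miR159 and miR530 had fewer reads. The AGO1 transcripts XM_008348666.1 and XM_008348667.1 shared 0 reads in TBVm and 2 in TBMd at positions 1082 and 1125 for miR159, with a degradome p-value of 0.996. They shared 1 and 0 reads at positions 3320 and 3363 for miR530, with a degradome p-value of 0.903. From the cleavage sites on the Dicer and Argonaute transcripts, and from the expression of these genes and their miRNAs, the paper proposes that the small RNA pathway is under feedback regulation. In its expression profiles at 12 hpi, mdm-miR168b rose and AGO1B fell, and mdm-miR159c rose and AGO1 fell. DCL1 rose as mdm-miR162 fell. AGO2 and mdm-miR403a had a similar trend to each other. Transcript levels were not measured in the degradome libraries.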

**Figure 7:**
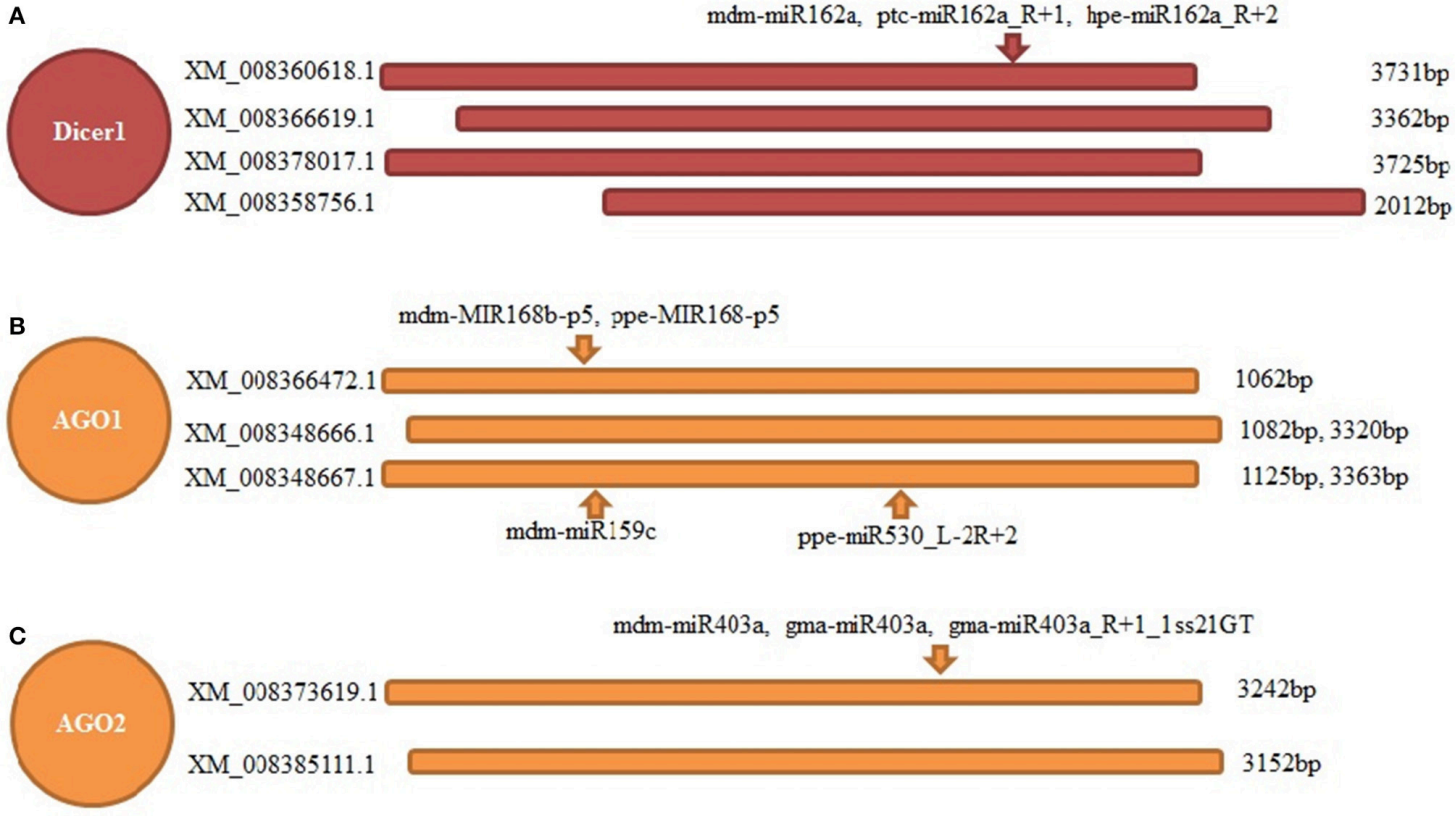
Feedback regulation of main components of RNAi pathway in apple twig bark—*V. mali* interaction. Three main components of RNAi pathway were found to be feedback regulated by several miRNAs. **(A)** Four transcripts of Dicer1 were detected to be cleaved at one common site by three miRNAs from the same family. **(B)** Three transcripts of AGO1 were detected to be cleaved at distinct sites by four miRNAs from three families. **(C)** Two transcripts of AGO2 were detected to be cleaved at one common site by three miRNAs from same family.

To further verify the feedback regulation of the sRNA pathway in apple twig-*Vm* interaction, we detected the expression profiles for all these miRNAs and target genes (Figure 8). The gene mdm-miR162 was down-regulated at 12 hpi, while the expression of the corresponding target gene DCL1 began to increase and peaked at four-fold of the control. mdm-miR403a and AGO2 showed a similar expression trend during the *Vm* infection. However, mdm-miR159c and mdm-miR168b were increased, and the corresponding target gens, AGO1 and AGO1B, were down-regulated at 12 hpi, particularly the expression of mdm-miR168b and AGO1B, with ~40- and 10-fold changes compared with control, respectively. These results indicate that the feedback regulation of the sRNA pathway in apple twig was much more complex and critical. The detailed mechanism will be another interesting scientific question remaining to be explored.

**Figure 8:**
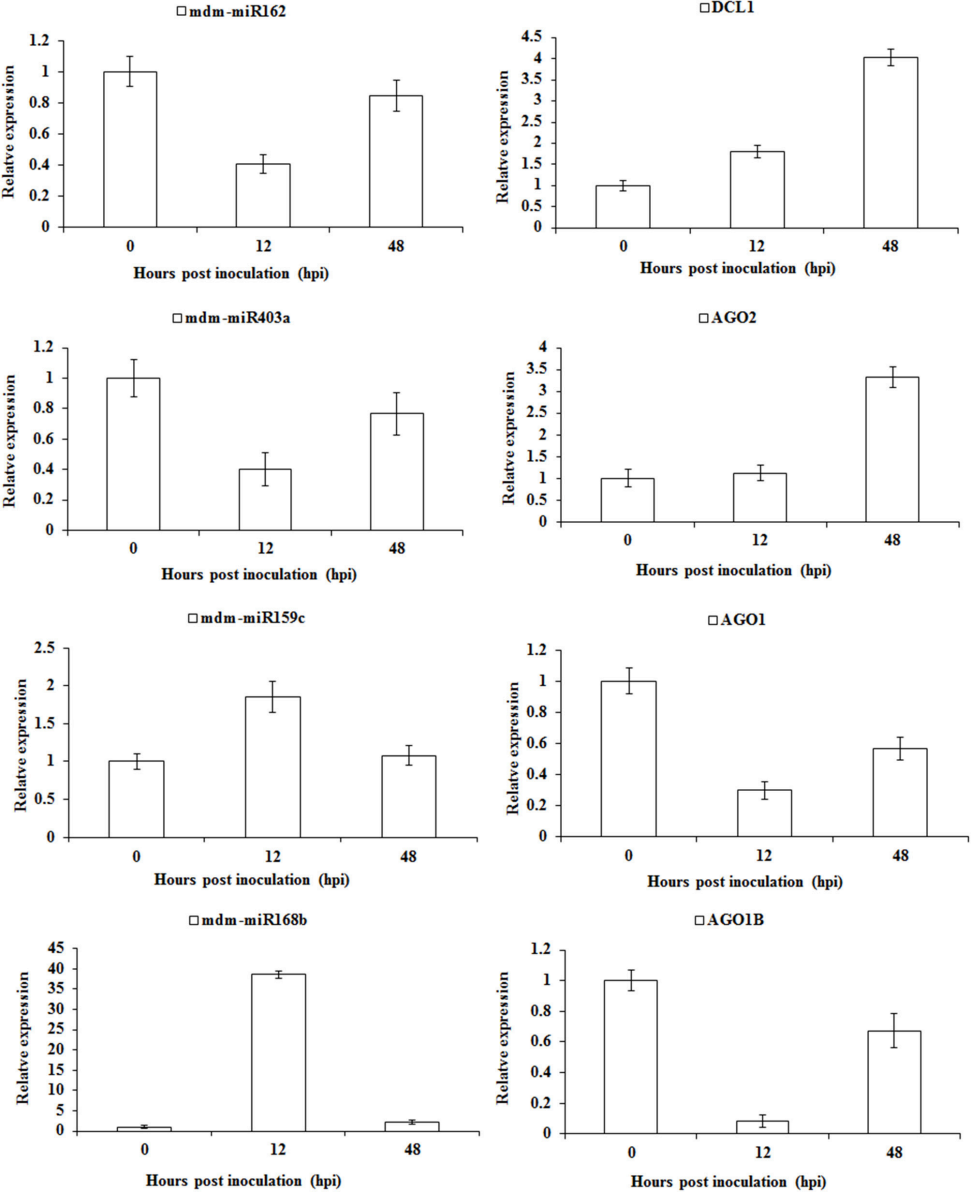
Relative transcription levels of miRNAs and corresponding target genes involved in the feedback regulation of sRNAs pathway in apple twig-*Vm* interaction. One DCL1, one AGO2, and two AGO1 transcripts were identified to be the target genes of mdm-miR162, mdm-miR403a, mdm-miR159c, and mdm-miR168b. Their transcript accumulation in apple twig bark tissues after challenge with *V. mali* was analyzed (12 and 48 hpi). The data were normalized to the inner reference gene apple translation elongation factor 1 alpha-subunit (EF-1a, Gene ID/Accession no. DQ341381). The mean value was calculated from three independent biological replicates. The relative expression level was analyzed as the fold-change of the mock-inoculated plants at that time point using the comparative 2^−ΔΔCT^ method.

## Discussion

As an abundant class of endogenous, non-coding small RNAs, miRNAs play important regulatory roles in organ development, phase change and defense responses, etc. (Bartel, 2004). Some apple miRNAs were identified using computational and/or sequencing approaches, and were found to be responsive to tissue development and biotic stresses response (Varkonyi-Gasic et al., 2010; Xia et al., 2012; Yu et al., 2014). However, there is no report of miRNAs involved in the disease response to *Vm*. Thus, the identification of apple miRNAs and the corresponding target genes in response to the *Vm* infection will help us to understand the regulatory mechanism of apple twig bark and *Vm* interaction.

In this study, we performed Illumina deep sequencing to construct two sRNAs libraries (BMd and IVm). The amount of 24 nt-length sRNAs in apple twig tissues was biggest in both BMd and IVm, which is consistent with the length distribution of sRNAs found in other apple tissues (Xia et al., 2012; Qu et al., 2016). Actually, 21 and 24 nt-length sRNAs were the main two sRNA classes among unique sequences based on previous reports on many other plants, such as wheat (Feng et al., 2017), rice (Morin et al., 2008), grapevine (Wang et al., 2011), tomato (Cao et al., 2014), and so on. According to the previous studies, 21 nt-length sRNAs are mainly related to mRNA cleavage (Hamilton and Baulcombe, 1999), while the 24 nt-length sRNAs are primarily involved in RNA-directed DNA methylation (Hamilton et al., 2002; Qi et al., 2006). For instance, it has been demonstrated that 24 nt-length sRNAs are associated with transcriptional gene silencing by targeting DNA methylation of three endogenous transposable elements in *Arabidopsis thaliana* (Lewsey et al., 2015). In wheat, 24 nt-length sRNAs were found to mainly match class I and class II transposable elements, which were also predicted to be more likely to be methylated (Cantu et al., 2010). But these results don't mean that 21 nt-length sRNAs were unrelated with DNA methylation. In subsequent studies, 21 nt-length sRNAs were confirmed to be involved in the establishment of DNA methylation, whereas the 21 nt-length species contributed to the amplification and maintenance of DNA methylation (Kim and Zilberman, 2014; Bond and Baulcombe, 2015). However, whether the roles of 24 nt-length miRNAs in plant-disease interactions are conducted through DNA methylation is still unknown. What's more, the proportion of same length sRNAs in BMd and IVm is also different in this study. In fungi and animals, there are more than two pathways to generate various sRNAs, with the main ways of Dicer-dependent and Dicer-independent (Aravin et al., 2006; Lee et al., 2010). In plant, there is no report to illustrate whether there is another way to generate sRNA like that. However, it has confirmed that many plant miRNAs expressed specially in different tissues or developmental stages, even response to the stresses response, thereby contributing to the specific target gene regulation (Inui et al., 2010). Actually, in our results, when the apple twig was challenged with *Vm*, the expression of key proteins in RNAi pathway changed a lot. Whether the difference of the proportion of same length sRNAs is associated with the expression change of these genes will still be explored in further study.

Plant miRNAs mainly regulate gene expression by cleaving mRNAs directly, and the cleavage normally occurs at the tenth nucleotide of the complementary region (Rhoades et al., 2002; Varkonyi-Gasic et al., 2010). Thus, the determination of corresponding target genes of miRNAs in apple twig bark is critical for functional exploration of the miRNAs. 

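Argonaute proteins slice a target between the nucleotides that pair with positions 10 and 11 of the miRNA, counted from its 5′ end. In 1921 of the 2171 records (88.5%), the cleavage position lay opposite miRNA nucleotide 10. It lay opposite nucleotide 9 in 127 records and opposite nucleotide 11 in 123. No record lay elsewhere, so the range may have been fixed when the records were called, and the shares describe the table rather than test the rule.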

Degradome sequencing, as a high-throughput technology for target detection, has been used in several studies in the past few years (Addo-Quaye et al., 2008; Li et al., 2010; Yang et al., 2014; Yao et al., 2015). In this study, the target genes were also detected using this technology. To get more accurate results, gene mapping and annotation were referred to the transcriptomic information of apple twig bark challenged with *Vm*. As reported, many plant miRNAs play roles by targeting transcription factors or other regulatory/stress-response proteins (Ehrenreich and Purugganan, 2008; Guo et al., 2008; Varkonyi-Gasic et al., 2010; Zhang et al., 2013; Niu et al., 2016). In this study, the target genes of 84.5% of known apple miRNAs were determined, and many of them were associated with disease responses, such as Ca^2+^-transporting ATPase, aarF domain-containing kinase, E3 ubiquitin-protein ligase, and the mlo protein. 

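These annotations stand for calcium pumps, mitochondrial and plastid kinases, ubiquitin ligases and MLO proteins, which powdery mildew fungi need to enter host cells. Transcripts annotated as Ca2+-transporting ATPase with a record numbered 6, with 7 sites and at most 8 reads at a site. The aarF domain-containing kinases had 2 transcripts with 1 site each and at most 2 reads, the best being adck1 with 0 reads in TBVm and 2 in TBMd. The annotation as E3 ubiquitin-protein ligase was found for UPL5 alone. The mlo proteins had 2 sites that share their reads, and MLO6 had 2 reads in each library. None of the sites with these annotations had a degradome p-value at or under 0.05 or as many as 10 reads.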

What's more, most miRNAs and the corresponding target genes function by forming a complex interaction network. That means one miRNA could target several genes in different families, and one target gene could also be regulated by distinct miRNAs (German et al., 2009; Li et al., 2010; Lin et al., 2010). For example, mdm-miR482b could target 14 genes, and most these genes are CC-NBS-LRR class disease resistance proteins (At1g12290, At1g59620, At3g14460, At1g62630, At4g27190 and RPM1, RPP13L2, RPP8L3, and RPPL1) and a TIR-NBS-LRR class disease resistance protein (SNC1) (Bakker et al., 2006; Xu et al., 2014). In addition, mdm-miR482b could also regulate the expression of two Rho-type GTPase-activating proteins, which were critical regulator of calcium-dependent signal transduction, H_2_O_2_-mediated cell death, and so on (Wu et al., 2000). On the other hand, atlastin GTPase 2 (ATL2) was found to could be cleaved by nine novel candidate miRNAs. ATL2 was rapidly activated after incubation with elicitors of the pathogen response and was associated with the plant defense signaling pathways by ubiquitin ligases (Serrano and Guzmán, 2004). In 2016, miR863-3p was found to silence two negative regulators (*ARLPK1* and *ARLPK2*) of *Arabidopsis* defense at the early stage of infection of *Pseudomonas syringae* through mRNA degradation to promote immunity, and it could also silence SERRATE to positively regulate defense through translational inhibition at late infection stage (Niu et al., 2016). This result indicated that apple miRNAs might also play distinct roles by regulating the expression of the various target genes, possibly during the different developmental stages or the different stages of biological processes, such as the disease response. The expression of some selected miRNAs and target genes in apple twig bark in response to *Vm* were detected, and most were consistent with the results of sequencing-based estimations with up-/down-regulated expression trends. Combining the expression and the related reports, we speculated these regulated miRNAs/genes might contribute positively or negatively to the host-pathogen interaction.

Although many disease resistance-related miRNAs/genes were predicted and detected in this study, the host was still susceptible to *Vm* in reality. This indicated *Vm* might have evolved more “weapons” for attacking the host. Except for effectors, toxins, pectinases, and sRNAs from the pathogen could also enter the host cells to attack the host immunity by inhibiting the expression of critical genes in the disease response pathway, especially the sRNA pathway (Weiberg et al., 2013; Weiberg and Jin, 2015). For the sRNA pathway, short RNA duplexes are cleaved from long double-stranded RNAs by Dicer protein, and these sRNAs can guide gene silencing only when they are bound to the Argonaute proteins (AGOs) through a similar base-pairing mechanism with their target RNA transcripts (Zamore et al., 2000; Bernstein et al., 2001; Chapman and Carrington, 2007; Kim et al., 2010). In this study, we found that the feedback regulation of the sRNA pathway was more complex than that in the other plants. The induced expression of Dicer genes may result in a change of the quantity of different kind sRNAs. The results of differences in the sRNAs classes observed in mock and inoculated samples offered a good evidence to support it. Meanwhile, AGO1 seem to play critical role in this interaction. It was found that mdm-MIR168b-p5, ppe-MIR168-p5, mdm-miR159c, and ppe-miR530_L-2R+2 could all target AGO1 in apple. However, AGO1 in Arabidopsis was regulated by miR168 (Vaucheret et al., 2004). Therefore, the role of apple miRNAs in the orderly regulation of the sRNA pathway and the entry of the *Vm* sRNAs into the apple twig cells to attack the host sRNA pathway (by hijacking Dicer or AGO from the host sRNAs) to disturb the normal order of regulation of disease resistance are extremely interesting subjects for research.

In conclusion, candidate miRNAs and corresponding target genes involved in the apple-*Vm* interaction were detected using Illumina and degradome sequencing technology. Many stress responses related miRNAs/genes were isolated and the expression of them were further detected, particularly the cross point in signal network of disease resistance. Moreover, the feedback regulation of the key component proteins in sRNA pathway regulated by miRNAs was also found to be associated with the disease response. The sRNA pathway may have a mysterious function in the apple twig-*Vm* interaction, which should be further explored.

## Author contributions

HF and LH: contributed to the design of the work; HF and TZ: analyzed the sequencing data; MX and XG: drafted the work or revised it critically for important intellectual content; XZ: detected the expression of miRNAs and the corresponding target genes; LH: finally approved the version to be published, and was accountable for all aspects of the work in ensuring that questions related to the accuracy or integrity of any part of the work are appropriately investigated and resolved.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Figure S1 Rfam sequence category of BMd and IVm.

Figure S2 Conservation profile of the identified miRNAs.

Figure S3 Nucleotide bias in each position of newly identified miRNAs.

Figure S4 Barplot of differentially expressed miRNAs between IVm and BMd.

Figure S5 Enrichment analysis of target genes in “Cellular Component” category.

Figure S6 Enrichment analysis of target genes in “Biological Process” category.

Figure S7 Enrichment analysis of target genes in “Molecular Function” category.

Figure S8 KEGG significant scatterplot between IVm and BMd.

Table S1 Overview of reads from raw data to cleaned sequences.

Table S2 All expressed miRNA in both IVm and BMd.

Table S3 Conservation of the identified miRNA with other species.

Table S4 Differentially expressed miRNAs between IVm and BMd.

Table S5 Degradome result in both IVm and BMd.

Table S6 GO plot statistics of target genes.

Table S7 KEGG pathway pics statistics in both IVm and BMd.

Table S8 Relative expression of miRNAs in apple twig bark tissue - *V. mali* interaction.

Table S9 Relative expression of target genes in apple twig bark tissue - *V. mali* interaction.

Table S10 Number statistics of target for each miRNA through predicting and degradome sequencing in both IVm and BMd.

Table S11 Number statistics of mRNA with miRNA targeting sites through predicting and degradome sequencing in both IVm and BMd.

Table S12 The primer sequences for quantitative real time PCR of candidate miRNAs and target genes.

## References

[B1] Addo-QuayeC.EshooT. W.BartelD. P.AxtellM. J. (2008). Endogenous siRNA and miRNA targets identified by sequencing of the *Arabidopsis* degradome. Curr. Biol. 18, 758–762. 10.1016/j.cub.2008.04.04218472421PMC2583427

[B2] AravinA.GaidatzisD.PfefferS.Lagos-QuintanaM.LandgrafP.IovinoN.. (2006). A novel class of small RNAs bind to MILI protein in mouse testes. Nature 442, 203–207. 10.1038/nature0491616751777

[B3] BakkerE. G.ToomajianC.KreitmanM.BergelsonJ. (2006). A genome-wide survey of R gene polymorphisms in *Arabidopsis*. Plant Cell 18, 1803–1818. 10.1105/tpc.106.04261416798885PMC1533970

[B4] BartelD. P. (2004). MicroRNAs: genomics, biogenesis, mechanism, and function. Cell 116, 281–297. 10.1016/S0092-8674(04)00045-514744438

[B5] BernsteinE.CaudyA. A.HammondS. M.HannonG. J. (2001). Role for a bidentate ribonuclease in the initiation step of RNA interference. Nature 409, 363–366. 10.1038/3505311011201747

[B6] BondD. M.BaulcombeD. C. (2015). Epigenetic transitions leading to heritable, RNA-mediated de novo silencing in *Arabidopsis thaliana*. Proc. Natl. Acad. Sci. U.S.A. 112, 917–922. 10.1073/pnas.141305311225561534PMC4311854

[B7] CantuD.VanzettiL. S.SumnerA.DubcovskyM.MatvienkoM.DistelfeldA.. (2010). Small RNAs, DNA methylation and transposable elements in wheat. BMC Genomics 11:408. 10.1186/1471-2164-11-40820584339PMC2996936

[B8] CaoX.WuZ.JiangF.ZhouR.YnagZ. (2014). Identification of chilling stress-responsive tomato microRNAs and their target genes by high-throughput sequencing and degradome analysis. BMC Genomics 15:1130. 10.1186/1471-2164-15-113025519760PMC4377850

[B9] ChapmanE. J.CarringtonJ. C. (2007). Specialization and evolution of endogenous small RNA pathways. Nat. Rev. Genet. 8, 884–896. 10.1038/nrg217917943195

[B10] ClancyJ. L.PatelH. R.HusseinS. M. I.TongeP. D.CloonanN.CorsoA. J.. (2014). Small RNA changes en route to distinct cellular states of induced pluripotency. Nat. Commun. 5:5522. 10.1038/ncomms652225494340

[B11] DengW.WangY.LiuZ.ChengH.XueY. (2014). HemI: a toolkit for illustrating heatmaps. PLoS ONE 9:e111988. 10.1371/journal.pone.011198825372567PMC4221433

[B12] EhrenreichI. M.PuruggananM. D. (2008). Sequence variation of microRNAs and their binding sites in Arabidopsis. Plant Physiol. 146, 1974–1982. 10.1104/pp.108.11658218305205PMC2287364

[B13] FengH.HuangX. L.ZhangQ.WeiG. R.WangX. J.KangZ. S. (2012). Selection of suitable inner reference genes for relative quantification expression of microRNA in wheat. Plant Physiol. Biochem. 51, 116–122. 10.1016/j.plaphy.2011.10.01022153247

[B14] FengH.WangT.FengC.ZhangQ.ZhangX.HuangL.. (2017). Identification of microRNAs and their corresponding targets involved in the susceptibility interaction of wheat response to *Puccinia striiformis* f. sp. tritici. Physiol. Plant. 157, 95–107. 10.1111/ppl.1240726563616

[B15] FriedlanderM. R.MackowiakS. D.LiN.ChenW.RajewskyN. (2011). miRDeep2 accurately identifies known and hundreds of novel microRNA genes in seven animal clades. Nucleic Acids Res. 40, 37–52. 10.1093/nar/gkr68821911355PMC3245920

[B16] FujiiH.ChiouT. J.LinS. I.AungK.ZhuJ. K. (2005). A miRNA involved in phosphate-starvation response in *Arabidopsis*. Curr. Biol. 15, 2038–2043. 10.1016/j.cub.2005.10.01616303564

[B17] GermanM. A.LuoS.SchrothG.MeyersB. C.GreenP. J. (2009). Construction of parallel analysis of RNA ends (PARE) libraries for the study of cleaved miRNA targets and the RNA degradome. Nat. Protoc. 4, 356–362. 10.1038/nprot.2009.819247285

[B18] GleaveA. P.Ampomah-DwamenaC.BertholdS.DejnopratS.KarunairetnamS.NainB. (2008). Identification and characterisation of primary microRNAs from apple (*Malus domestica* cv. Royal Gala) expressed sequence tags. Tree Genet. Genome 4, 343–358. 10.1007/s11295-007-0113-1

[B19] GuoX.GuiY.WangY.ZhuQ.HelliwellC.FanL. (2008). Selection and mutation on microRNA target sequences during rice evolution. BMC Genomics 9:454. 10.1186/1471-2164-9-45418831738PMC2567346

[B20] HamiltonA. J.BaulcombeD. C. (1999). A species of small antisense RNA in posttranscriptional gene silencing in plants. Science 286, 950–952. 1054214810.1126/science.286.5441.950

[B21] HamiltonA.VoinnetO.ChappellL.BaulcombeD. (2002). Two classes of short interfering RNA in RNA silencing. EMBO J. 21, 4671–4679. 10.1093/emboj/cdf46412198169PMC125409

[B22] HuY.DaiQ.LiuY.YangZ.SongN.GaoX.. (2014). Agrobacterium tumefaciens-mediated transformation of the causative agent of valsa canker of apple tree *Valsa mali* var. mali. Curr. Microbiol. 68, 769–776. 10.1007/s00284-014-0541-824554343

[B23] InuiM.MartelloG.PiccoloS. (2010). MicroRNA control of signal transduction. Nat. Rev. Mol. Cell Biol. 11, 252–263. 10.1038/nrm286820216554

[B24] JinH. (2008). Endogenous small RNAs and antibacterial immunity in plants. FEBS Lett. 582, 2679–2684. 10.1016/j.febslet.2008.06.05318619960PMC5912937

[B25] KajaE.SzcześniakM. W.JensenP. J.AxtellM. J.McNellisT.MakałowskaI. (2015). Identification of apple miRNAs and their potential role in fire blight resistance. Tree Genet. Genome 11:812 10.1007/s11295-014-0812-3

[B26] KeX.HuangL.HanQ.GaoX.KangZ. (2013). Histological and cytological investigations of the infection and colonization of apple bark by *Valsa mali* var. mali. Australas. Plant Pathol. 42, 85–93. 10.1007/s13313-012-0158-y

[B27] KimM. Y.ZilbermanD. (2014). DNA methylation as a system of plant genomic immunity. Trends Plant Sci. 19, 320–326. 10.1016/j.tplants.2014.01.01424618094

[B28] KimY. K.HeoI.KimV. N. (2010). Modifications of small RNAs and their associated proteins. Cell 143, 703–709. 10.1016/j.cell.2010.11.01821111232

[B29] LangmeadB.TrapnellC.PopM.SalzbergS. L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 10:R25. 10.1186/gb-2009-10-3-r2519261174PMC2690996

[B30] LeeH. C.LiL.GuW.XueZ.CrosthwaiteS. K.PertsemlidisA.. (2010). Diverse pathways generate microRNAs-like RNAs and dicer-independent small interfering RNAs in fungi. Cell 38, 803–814. 10.1016/j.molcel.2010.04.00520417140PMC2902691

[B31] LewseyM. G.HardcastleT. J.MelnykC. W.MolnarA.ValliA.UrichM. A.. (2015). Mobile small RNAs regulate genome-wide DNA methylation. Proc. Natl. Acad. Sci. U.S.A. 113, 801–810. 10.1073/pnas.151507211326787884PMC4760824

[B32] LiY. F.ZhengY.Addo-QuayeC.ZhangL.SainiA.JagadeeswaranG.. (2010). Transcriptome-wide identification of microRNA targets in rice. Plant J. 62, 742–759. 10.1111/j.1365-313X.2010.04187.x20202174

[B33] LiZ.GaoX.KangZ.HuangL. (2016). *Saccharothrix yanglingensis* strain Hhs.015 is a promising biocontrol agent on apple Valsa canker. Plant Dis. 100, 510–514. 10.1094/PDIS-02-15-0190-RE30694140

[B34] LinS. I.SantiC.JobetE.LacutE.El KholtiN.KarlowskiW. M.. (2010). Complex regulation of two target genes encoding SPX-MFS proteins by rice miR827 in response to phosphate starvation. Plant Cell Physiol. 51, 2119–2131. 10.1093/pcp/pcq17021062869

[B35] LlaveC.XieZ.KasschuauK. D.CarringtonJ. C. (2002). Cleavage of scarecrow-like mRNA targets directed by a class of Arabidopsis miRNA. Science 297, 2053–2056. 10.1126/science.107631112242443

[B36] MaC.LuY.BaiS.ZhangW.DuanX.MengD.. (2014). Cloning and characterization of miRNAs and their targets, including a novel miRNA-targeted NBS-LRR protein class gene in apple (*Golden Delicious*). Mol. Plant 7, 218–230. 10.1093/mp/sst10123880633

[B37] MaoX.CaiT.OlyarchukJ. G.WeiL. (2005). Automated genome annotation and pathway identification using the KEGG orthology (KO) as a controlled vocabulary. Bioinformatics 21, 3787–3793. 10.1093/bioinformatics/bti43015817693

[B38] MorinR. D.AksayG.DolgosheinaE.EbhardtH. A.MagriniV.MardisE. R.. (2008). Comparative analysis of the small RNA transcriptomes of *Pinus contorta* and *Oryza sativa*. Genome Res. 18, 571–584. 10.1101/gr.689730818323537PMC2279245

[B39] NavarroL.DunoyerP.JayF.ArnoldB.DharmasiriN.EstelleM.. (2006). A plant miRNA contributes to antibacterial resistance by repressing auxin signaling. Science 312, 436–439. 10.1126/science.112608816627744

[B40] NiuD.LiiY. E.ChellappanP.LeiL.PeraltaK.JiangC. (2016). miRNA863-3p sequentially targets negative immune regulator pseudokinases ARLPKs and positive regulator SERRATE upon bacterial infection. Nat. Commun. 7:11324 10.1038/ncomms1132427108563PMC4848489

[B41] PadmanabhanC.ZhangX.JinH. (2009). Host small RNAs are big contributors to plant innate immunity. Curr. Opin. Plant Biol. 12, 465–472. 10.1016/j.pbi.2009.06.00519608454

[B42] PalatnikJ. F.AllenE.WuX.SchommerC.SchwabR.CarringtonJ. C.. (2003). Control of leaf morphogenesis by microRNAs. Nature 425, 257–263. 10.1038/nature0195812931144

[B43] QiY.HeX.WangX. J.KohanyO.JurkaJ.HannonG. J. (2006). Distinct catalytic and non-catalytic roles of ARGONAUTE4 in RNA-directed DNA methylation. Nature 443, 1008–12012. 10.1038/nature0519816998468

[B44] QuD.YanF.JiangX.YangH.GaoZ.DongY. (2016). Identification of microRNAs and their targets associated with fruit-bagging and subsequent sunlight re-exposure in the “Grannu Smith” apple exocarp using high-throughput sequencing. Front. Plant Sci. 7:27 10.3389/fpls.2016.0002726870053PMC4734179

[B45] RamachandranV.ChenX. (2009). Small RNA metabolism in *Arabidopsis*. Trends Plant Sci. 13, 368–374. 10.1016/j.tplants.2008.03.00818501663PMC2569976

[B46] ReinhartB. J.WeinsteinE. G.RhoadesM. W.BartelB.BartelD. P. (2002). MicroRNAs in plants. Genes Dev. 16, 1616–1626. 10.1101/gad.100440212101121PMC186362

[B47] RhoadesM. W.ReinhartB. J.LimL. P.BurgeC. B.BartelB.BartelD. P. (2002). Prediction of plant microRNA targets. Cell 110, 513–520. 10.1016/S0092-8674(02)00863-212202040

[B48] SeoG. J.KincaidR. P.PhanaksriT.BurkeJ. M.PareJ. M.CoxJ. E.. (2013). Reciprocal inhibition between intracellular antiviral signaling and the RNAi machinery in mammalian cells. Cell Host Microbe 14, 435–445. 10.1016/j.chom.2013.09.00224075860PMC3837626

[B49] SerranoM.GuzmánP. (2004). Isolation and gene expression analysis of *Arabidopsis thaliana* mutants with constitutive expression of ATL2, an early elicitor-response RING-H2 zinc-finger gene. Genetics 167, 919–929. 10.1534/genetics.104.02804315238540PMC1470891

[B50] StoreyJ. D. (2003). The positive false discovery rate: a Bayesian interpretation and the q-value. Ann. Stat. 31, 2013–2035. 10.1214/aos/1074290335

[B51] SzczesniakM. W.MakalowskaI. (2014). miRNEST 2.0: a database of plant and animal microRNAs. Nucleic Acids Res. 42, 74–77. 10.1093/nar/gkt115624243848PMC3965105

[B52] ThiebautF.GrativolC.HemerlyA. S.FerreiraP. C. G. (2015). MicroRNA networks in plant-microorganism interactions. Trop. Plant Biol. 8, 40–50. 10.1007/s12042-015-9149-9

[B53] Varkonyi-GasicE.GouldN.SandanayakaM.SutherlandP.MacDiarmidR. M. (2010). Characterisation of microRNAs from apple (*Malus domestica* 'Royal Gala') vascular tissue and phloem sap. BMC Plant Biol. 10:159. 10.1186/1471-2229-10-15920682080PMC3095296

[B54] VaucheretH.VazquezF.CrétéP.BartelD. P. (2004). The action of ARGONAUTE1 in the miRNA pathway and its regulation by the miRNA pathway are crucial for plant development. Gene Dev. 18, 1187–1197. 10.1101/gad.120140415131082PMC415643

[B55] VoinnetO. (2009). Origin, biogenesis, and activity of plant microRNAs. Cell 136, 669–687. 10.1016/j.cell.2009.01.04619239888

[B56] WangC.WangX. C.KibetaN. K.SongC. N.ZhangC. Q.LiX. Y.. (2011). Deep sequencing of grapevine flower and berry short RNA library for discovery of novel microRNAs and validation of precise sequences of grapevine microRNAs deposited in miRBase. Physiol. Plant. 143, 64–81. 10.1111/j.1399-3054.2011.01481.x21496033

[B57] WangX. L.ZangR.YinZ.KangZ.HuangL. (2014). Delimiting cryptic pathogen species causing apple Valsa canker with multilocus data. Ecol. Evol. 4, 1369–1380. 10.1002/ece3.103024834333PMC4020696

[B58] WeibergA.JinH. (2015). Small RNAs-the secret agents in the plant–pathogen interactions. Curr. Opin. Plant Biol. 26, 87–94. 10.1016/j.pbi.2015.05.03326123395PMC4573252

[B59] WeibergA.WangM.BellingerM.JinH. (2014). Small RNAs: a new paradigm in plant-microbe interactions. Ann. Rev. Phytopathol. 52, 495–516. 10.1146/annurev-phyto-102313-04593325090478

[B60] WeibergA.WangM.LinF.-M.ZhaoH.ZhangZ.KaloshianI.. (2013). Fungal small RNAs suppress plant immunity by hijacking host RNA interference pathways. Science 342, 118–123. 10.1126/science24092744PMC4096153

[B61] WenM.ShenY.ShiS.TangT. (2010). miREvo: an integrative microRNA evolutionary analysis platform for next-generation sequencing experiments. BMC Bioinformatics 13:140. 10.1186/1471-2105-13-14022720726PMC3410788

[B62] WuG.LiH.YangZ. (2000). Arabidopsis RopGAPs are a novel family of Rho GTPase-activating proteins that require the Cdc42/Rac-interactive binding motif for Rop-specific GTPase stimulation. Plant Physiol. 124, 1625–1636. 10.1104/pp.124.4.162511115880PMC59861

[B63] WuH. J.MaY. K.ChenT.WangM.WangX. J. (2012). PsRobot: a web-based plant small RNA meta-analysis toolbox. Nucleic Acids Res. 40, 22–28. 10.1093/nar/gks55422693224PMC3394341

[B64] XiaR.ZhuH.AnY.-Q.BeersE. P.LiuZ. (2012). Apple miRNAs and tasiRNAs with novel regulatory networks. Genome Biol. 13:R47. 10.1186/gb-2012-13-6-r4722704043PMC3446319

[B65] XingL.ZhangD.ZhaoC.LiY.MaJ.AnN.. (2016). Shoot bending promotes flower bud formation by miRNA-mediated regulation in apple (*Malus domestica* Borkh.). Plant Biotechnol. J. 14, 749–770. 10.1111/pbi.1242526133232PMC4755197

[B66] XuF.ChengY.KaposP.HuangY.LiX. (2014). P-loop-dependent NLR SNC1 can oligomerize and activate immunity in the nucleus. Mol. Plant 7, 1801–1804. 10.1093/mp/ssu09725237053

[B67] YangK.RongW.QiL.LiJ.WeiX.ZhangZ. (2014). Isolation and characterization of a novel wheat cysteine-rich receptor-like kinase gene induced by *Rhizoctonia cerealis*. Sci. Rep. 3:3021. 10.1038/srep0302124149340PMC3805973

[B68] YaoF.ZhuH.YiC.QuH.JiangY. (2015) MicroRNAs targets in senescent litchi fruit during ambient storage post-cold storage shelf life. BMC. Plant. Biol. 15:181. 10.1186/s12870-015-0509-226179282PMC4504174

[B69] YinZ.LiuH.LiZ.KeX.DouD.GaoX.. (2015) Genome sequence of *Valsa* canker pathogens uncovers a potential adaptation of colonization of woody bark. New Phytol. 208, 1202–1216. 10.1111/nph.1354426137988

[B70] YinZ.KeX.KangZ.HuangL. (2016). Apple resistance response against *Valsa mali* revealed by transcriptomics analyses. Physiol. Mol. Plant Pathol. 93, 85–92. 10.1016/j.pmpp.2016.01.004

[B71] YuX. Y.DuB. B.GaoZ. H.ZhangS. J.TuX. T.ChenX. Y.. (2014). Apple ring rot-responsive pupative microRNAs revealed by high-throughput sequencing in *Malus* X *domestica* Borkh. Mol. Biol. Rep. 41:5273. 10.1007/s11033-014-3399-824859975

[B72] ZamoreP. D.TuschlT.SharpP. A.BartelD. P. (2000). RNAi: double-stranded RNA directs the ATP-dependent cleavage of mRNA at 21 to 23 nucleotide intervals. Cell 101, 25–33. 10.1016/S0092-8674(00)80620-010778853

[B73] ZhangY.-C.YuY.WangC.-Y.LiZ.-Y.LiuQ.XuJ.. (2013). Overexpression of microRNA OsmiR397 improves rice yield by increasing grain size and promoting panicle branching. Nat. Biotechnol. 31, 848–852. 10.1038/nbt.264623873084

[B74] ZhouL.ChenJ.LiZ.LiX.HuX.HuangY.. (2010). Integrated profiling of microRNAs and mRNAs: microRNAs located on Xq27.3 associate with clear cell renal cell carcinoma. PLoS ONE 5:e15224. 10.1371/journal.pone.001522421253009PMC3013074

# Supplementary material for: microRNAs and Their Targets in Apple (Malus domestica cv. “Fuji”) Involved in Response to Infection of Pathogen Valsa mali
**Source:** Front Plant Sci. 2017 Dec 6;8:2081. doi: 10.3389/fpls.2017.02081
**Supplement:** Table S8 — Relative expression of miRNAs in apple twig bark tissue - V. mali interaction.

Table S8 Relative expression of miRNAs in apple twig bark tissue - *V. mali* interaction

| miRNA name | 12 hpi | 48 hpi |
| --- | --- | --- |
| mdm-miR482b | 1.30 | 0.25 |
| mdm-miR156a | 2.30 | 1.00 |
| mdm-miR319a | 0.36 | 0.51 |
| mdm-miR858b | 5.04 | 1.31 |
| mdm-miR391 | 30.67 | 0.99 |
| mdm-miR477a | 4.50 | 1.12 |
| mdm-miR535d | 0.98 | 0.97 |
| mdm-miR403a | 0.40 | 0.77 |
| mdm-miR164a | 1.12 | 4.26 |
| gma-miR6300 | 6.11 | 1.04 |
| bol-miR9410 | 0.99 | 1.31 |
| peu-miR2916-p3 | 0.74 | 1.45 |
| ppe-miR530 | 0.42 | 1.02 |
| gma-miR160-p3 | 0.49 | 0.63 |
| PC-5p-409096 | 0.98 | 0.89 |
| PC-3p-102462 | 0.67 | 0.72 |
| PC-3p-166024 | 0.90 | 1.25 |

According to the sequencing read number, 17 miRNAs were selected for transcript accumulation analysis in apple twig bark tissue after challenge with *V. mlali* (12 hpi and 48 hpi). The data were normalized to the expression level of apple translation elongation factor 1 alpha-subunit (EF). The relative expression level of the miRNAs in the *V. mali*-inoculated plants at each time point was calculated as the fold-change of the mock-inoculated plants at that time point using the comparative 2^-ΔΔ^CT method. The experiments were repeated with two independent biological replicates using newly extracted RNA and synthesized cDNA samples.

# Supplementary material for: microRNAs and Their Targets in Apple (Malus domestica cv. “Fuji”) Involved in Response to Infection of Pathogen Valsa mali
**Source:** Front Plant Sci. 2017 Dec 6;8:2081. doi: 10.3389/fpls.2017.02081
**Supplement:** Table S9 — Relative expression of target genes in apple twig bark tissue - V. mali interaction.

Table S9 Relative expression of target genes in apple twig bark tissue - *V. mali* interaction

| Transcript number | Target anotation | 12 hpi | 48 hpi |
| --- | --- | --- | --- |
| XM_008392402.1 | ATL2 | 4.19 | 8.01 |
| XM_008386604.1 | RPPL1 | 2.90 | 2.18 |
| XM_008364202.1 | ATJ8 | 1.42 | 3.99 |
| XM_008375284.1 | RPM1 | 0.84 | 0.31 |
| XM_008351234.1 | SNC1 | 25.22 | 2.35 |
| XM_008344817.1 | At1g62630 | 0.27 | 2.02 |
| XM_008380985.1 | At3g14460 | 0.61 | 0.65 |
| XM_008379324.1 | RGA2 | 0.74 | 1.11 |
| XM_008354724.1 | RPP13L2 | 1.83 | 2.15 |
| XM_008379418.1 | At1g12290 | 0.47 | 0.49 |
| XM_008367951.1 | RGA3 | 2.54 | 1.58 |
| XM_008393337.1 | ACA10 | 0.82 | 0.73 |
| XM_008388371.1 | HRR25 | 1.41 | 3.03 |
| XM_008384095.1 | RD19A | 1.41 | 1.38 |
| XM_008363395.1 | BHLH80 | 0.82 | 0.59 |
| XM_008357865.1 | CIPK23 | 1.36 | 2.87 |
| XM_008386376.1 | FPS2 | 1.09 | 3.85 |
| XR_527149.1 | TAR1-A | 0.83 | 1.17 |
| XM_008384806.1 | NAC021 | 0.48 | 0.57 |
| XM_008372573.1 | UXS5 | 0.89 | 1.31 |
| XM_008391676.1 | WRKY75 | 7.05 | 16.26 |
| XM_008389442.1 | SF21 | 0.77 | 2.58 |

Twenty-two identified targets of miRNAs were selected for transcript accumulation analysis in apple twig bark tissue after challenge with *V. mali* (12 and 48 hpi). The data were normalized to the expression level of apple translation elongation factor 1 alpha-subunit (EF). The relative expression level of the miRNAs in the *V. mali*-inoculated plants at each time point was calculated as the fold-change of the mock-inoculated plants at that time point using the comparative 2^-ΔΔ^CT method. The experiments were repeated with two independent biological replicates using newly extracted RNA and synthesized cDNA samples.

How the deposited data were processed for this re-analysis (not part of the article)

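The deposited table was made by the authors and their sequencing provider, and it was read here as it is. The degradome libraries were made by the authors with a protocol for parallel analysis of RNA ends and sequenced by a company. The submitters' notes name Bowtie among the tools, without a version, and the transcripts of the table are RefSeq transcripts of apple (accessions XM and XR, version 1). The paper's methods name psRobot for target prediction, and the genome build is not given in the sources used here. The raw read counts were deposited by the authors as whole numbers of reads that start at a position. The normalized reads are expected counts, made by the authors by dividing each read over the places it maps to. The TPB column is a signal that the authors scaled to the library total before it was deposited. The alignment score and the degradome category, a score from 0 to 4, were deposited by the authors without a definition in the paper. The degradome p-value per library and the p-value of the library difference were computed by the authors and deposited, and the test behind the first is not described. The log2 values of the library difference were computed by the authors and deposited, and were not used here for any call.

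The following choices were fixed before the data were examined: the record, the comparison, the thresholds, the gene lists and the alternatives, apart from those said to be chosen later. They were made after reading the paper, including the values in its Tables S5, S8 and S9. Lines with at least 1 raw read in either library were kept as records, lines without reads served as predicted targets without reads, and 723 lines were not analysed here. Of 7451 transcripts in the table, 56 match the reference table by accession and version, so no genome coordinates were used. The raw reads of each read group were compared between the libraries by a two-sided Fisher's exact test against the recovered totals. Ratios have a 95% conditional exact interval. Where 1 library had 0 reads the ratio was a bound against 3 reads, without the counting error of the other library, and such bounds entered list medians, except where the other library had at most 3 reads. Each list of genes was compared with 10000 random lists of read groups of similar reads, which gives its percentile. Changes of small RNA and of cleavage were compared by Spearman and Pearson correlation with 100000 permutations of single miRNAs, adjusted over 5 settings of the same comparison.

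The gene lists come from GO, KEGG and annotation words in the deposited table. They are resistance genes of the NB-LRR class, the small RNA pathway, auxin signalling, regulation of transcription, defense response, response to jasmonate, salicylate or ethylene, apoptosis and cell death, lignin and phenylpropanoid, SCF and F-box, nitrogen metabolism, cell wall and vascular development, chloroplast, response to chitin or fungus, cysteine and methionine metabolism, MAPK signalling, plant-pathogen interaction, autophagy, ABC transporters, glutathione metabolism, ribosome, calcium transport and senescence. Each miRNA family was a list as well, and so were the pairs and genes of Table 2, Figures 6 and 7 and the 22 targets. GO and KEGG terms with at least 5 transcripts were tested by a two-sided Fisher's exact test of targets with a record against predicted targets without reads, adjusted over the terms of each source.

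Genes were named by a rule. The genes the paper names were looked up first. Otherwise the read groups that passed the test with at least 20 reads and category 0 or 1 in the library with more reads were ordered by ratio, and at most 12 per direction were named with 1 per gene symbol. The 4 read groups with the most reads in each list, the 10 sites with the most reads in each library, and the 5 miRNAs and 5 transcripts with the most partners were named as well. The alternatives changed 1 setting each. They used normalized reads rounded to whole reads, the median ratio divided out, the sum of reads over all read groups as total, no minimum of reads, a minimum of 30 reads, every site counted apart, sites of category 0 to 2, sites with a degradome p-value at or under 0.05, sites with unshared reads, an interval beyond 2-fold, and the p-value deposited by the authors. Counts of records were repeated with filters on category, degradome p-value, alignment score, reads and presence in both libraries. The comparison was tested on simulated reads that vary by counting error alone. Of the planted changes that reached 10 reads, 16 of 24 at 8-fold and 7 of 14 at 4-fold were found. Planted changes below that minimum are not in these numbers, so the power over all sites is lower. Of the unchanged read groups 1 of 81 passed (1.23%), and the interval held the true ratio in 113 of 119 cases (95.0%). The simulation has no variation between libraries, so these rates do not carry over to 2 unreplicated pooled libraries. With random labels 0 of 683 GO terms passed, and 9 of 10 planted 4-fold terms were found. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.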

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

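The test of shared reads at the LAC7 site was chosen after the result was seen, and the other tests in this part were planned.

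Of the 9 sites named for the largest ratios above the mock library (at least 20 reads and category 0 or 1 in TBVm, 1 per gene symbol), 5 lie outside the genes the paper discusses, and they were picked out for that reason. The rule asks for a signal above the control, so it leaves out sites with fewer reads in TBVm that the paper does not discuss either, such as those of AFB2, MYB330 and ARF8, and the limits on reads and category leave out higher sites such as DHN3. The 5 are APS1 (XM_008342800.1, position 533) at 47.7-fold, NAC100 (XM_008376341.1, position 1035) at 23.5-fold and At4g22990 (XM_008350574.1, position 246) at 5.87-fold. TCP2 (XM_008373561.1, position 2077) followed at 1.93-fold and XR_525876.1 (position 249, mdm-miR2118a) at 1.71-fold. TCP2 did not pass with normalized reads (log2 ratio 0.93), and the others passed.

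Sites with reads in TBMd alone were 2.63 times as many as sites with reads in TBVm alone. The larger TBMd library was tested by thinning its reads to the TBVm total, and the ratio stayed at 2.08 (1.86 to 2.32 over 100 draws), which argues against library size as the whole cause. Sites assigned by chance at positions with a single read were tested on the sites with a degradome p-value at or under 0.05. There the ratio was 6.83 (41 against 6 sites, and 28 against 4 read groups, interval 2.45 to 27.5), so the excess was present among these sites too. This cannot decide on chance sites. A site in TBMd alone passes by the p-value of that library only, and TBMd was not thinned here. Sites with few reads also passed, such as TAC1 with 2 reads in TBMd (degradome p-value 0.00311) and RAP2-7 (XM_008378084.1) with 3 (0.0156). Chance sites, a lower quality of the inoculated bark's RNA and less cleavage in infected bark all remain open, the last as a hypothesis only. Transcript levels were not measured in these libraries, so less cleavage cannot be told from fewer target transcripts. More libraries of each condition and a measure of the transcripts would be needed to tell these apart.

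Reads were lower in TBVm at 43 read groups and higher at 30, an excess that was not itself tested. It was nearly gone with a minimum of 30 reads (27 lower, 26 higher) and with no minimum (32 lower, 29 higher). With normalized reads 26 were lower and 13 higher. The excess was larger with every site counted apart, which repeats shared reads (95 lower, 45 higher). It was also larger with 1 read group per gene symbol and family, chosen after seeing the data (35 lower, 17 higher). A factor common to all apple sites, such as fungal RNA in the TBVm total, was tested by dividing out the median ratio, and 62.5% of the read groups tested (65 of 104) still passed. This argues against a common factor as the source of the differences at single sites. It does not test the excess of lower calls, because dividing out the median sets the balance of higher and lower calls by its construction. A common factor and a decline of cleavage in infected bark, the second as a hypothesis, both remain open as sources of the excess. Without a measure of the transcripts, a decline of cleavage cannot be told from fewer target transcripts.

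Reads at the miR397 site of LAC7 were far higher in TBVm. Reads of paralogs counted in full at each transcript cannot be told from these values, because normalized reads (272 against 1 rounded, lower bound 65.1-fold) divide both libraries by about the same number of places, so the ratio has no room to move. More miR397 in infected bark could not be told, because 0 members with LAC7 records had values in both small RNA libraries. The 1 member with LAC7 records was at 0 in the infected and 1.15 in the mock small RNA library in the paper's Table S4, which runs against more of it in infected bark, but at so low a level that it does not settle the question. A rise of the laccase transcript, of the miRNA or of both in infected bark remains open, and the count of 1 pooled library cannot tell these from a difference between the pooled plants.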

How the results depend on the processing

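The alternatives with 1 read group per gene symbol and family, and with miRNAs counted with or without reads, were chosen after the results were seen, and the others were planned. Where values moved, the cause was not tested unless the construction of the setting shows it. No paired analysis was possible because each condition has 1 pooled library, and for the same reason leaving out a library was ruled out.

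With a degradome p-value at or under 0.05 required, 494 records of 101 miRNAs, 46 of them known apple miRNAs, and 145 unigenes remained at 148 sites, and 69.0% of targets had more than 1 miRNA. GO terms more frequent among targets were 26, and KEGG pathways were 0 more and 0 less frequent. The adjusted p was 1 for elongation factor and 1 for regulation of autophagy, with both changing direction. Read groups higher in TBVm were 17 and lower 23, lists with more read groups higher were 7, 1 of the 22 targets was higher and 1 lower, and 4 of the transcripts of DCL1, AGO1 and AGO2 had a record against 9. The medians of miR396 (-1.31) and miR166 (0.0491) changed sign, and those of the NB-LRR and cell death lists moved to -1.26.

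With category 0 to 2 required, 1285 records of 553 unigenes remained at 611 sites, and 38.7% of targets had more than 1 miRNA. KEGG pathways less frequent were 0. Elongation factor (adjusted exact p = 0.960) and autophagy (0.983) changed direction. With category 0 or 1 required, 606 records of 113 miRNAs, 48 of them known apple miRNAs, and 178 unigenes remained at 181 sites. More than 1 target was found for 79.6% of miRNAs and more than 1 miRNA for 61.2% of targets. GO terms more frequent were 26, KEGG pathways were 0 more and 0 less frequent, elongation factor and autophagy changed direction at an adjusted p of 1, and 4 transcripts of DCL1, AGO1 and AGO2 had a record.

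With category 0 to 2 and a degradome p-value at or under 0.05 in the same library, 486 records of 93 miRNAs, 43 of them known apple miRNAs, and 139 unigenes remained at 142 sites. The shares were 77.4% of miRNAs and 71.2% of targets. GO terms more frequent were 27, KEGG pathways were 0 more and 0 less frequent, elongation factor and autophagy changed direction at an adjusted p of 1, and 4 transcripts of DCL1, AGO1 and AGO2 had a record.

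With an alignment score at or under 3 required, 819 records of 195 miRNAs and 318 unigenes remained at 358 sites, and the shares were 66.7% of miRNAs and 57.9% of targets. GO terms more frequent were 32, KEGG pathways were 1 more and 0 less frequent, and apoptosis changed direction at an adjusted p of 1.

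With at least 5 reads in a library required, 799 records of 147 miRNAs and 253 unigenes remained at 279 sites, and the shares were 78.9% of miRNAs and 52.6% of targets. KEGG pathways were 2 more and 0 less frequent, and 4 transcripts of DCL1, AGO1 and AGO2 had a record. With reads in both libraries required, 769 records of 166 miRNAs and 289 unigenes remained at 318 sites, 47.4% of targets had more than 1 miRNA, and KEGG pathways were 2 more and 0 less frequent. Under both, elongation factor and autophagy changed direction at an adjusted p of 1.

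With 1 transcript per gene symbol, GO terms were 7 more and 1 less frequent, and KEGG pathways 1 more and 0 less frequent. Read groups in place of sites number 584 by construction. Counting miRNAs with a predicted target, with or without reads, gave 159 known apple miRNAs.

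With normalized reads, 13 read groups were higher and 26 lower, with 39 calls shared with the raw reads, and 0 of the 22 targets were lower. The medians of cell wall and vascular genes (-2.16) and miR482 (0.56) changed sign. With unshared reads only, 6 were higher and 10 lower of 20 tested, 12 lists had more lower and 6 more higher, and 1 of the 22 targets was higher and 0 lower. The medians of miR319 (-1.31), miR159 (0.78), miR2118 (1.39) and auxin signalling (3.37, from 1 read group, NAC021) changed sign. With every site counted apart, 45 were higher and 95 lower, and the medians of miR396 (-0.31) and cell wall and vascular genes (-1.33) changed sign. With 1 read group per gene symbol and family, 17 were higher and 35 lower, and the medians of miR319 (-1.07) and of cell wall and vascular genes (-1.33) changed sign.

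With the median ratio divided out, XR_525878.1 (position 195) changed sign to 0.21, as did the medians of transcription (0.11), miR159 (0.12) and miR2118 (0.34), which the construction explains as a shift of all ratios by the same amount, and 1 of the 22 targets was lower. The sum of reads as total gave 73 of 73 calls alike. With no minimum of reads 29 were higher and 32 lower of 584, and 1 of the 22 targets was lower. With a minimum of 30 reads 26 were higher and 27 lower of 60, 1 of the 22 targets was lower, and the medians of cell wall and vascular genes (-1.57), cell death (0.15), NB-LRR genes (0.15) and miR482 (0.37) changed sign. With an interval beyond 2-fold 13 were higher and 21 lower, and of the 22 targets 1 was higher and 1 lower. With the p-value of the authors' deposited table 42 were higher and 57 lower, and 1 transcript of DCL1, AGO1 and AGO2 was higher against 0.

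Of 809 values for 81 named read groups under the alternatives, 731 kept their call, 55 lost it, 22 gained one and 1 changed direction. A read group that an alternative left untested, as with too few reads, gave no value there. Such cases are not counted as lost, so the tally covers only read groups that stayed in the test. The Spearman correlation of small RNA change with cleavage change was -0.26 with at least 30 reads (n = 91, permutation p = 0.0149, adjusted p = 0.0744) against -0.13. With 1 value per miRNA family it was -0.05 (n = 37, permutation p = 0.789). The permutations shuffled single miRNAs, and miRNAs of a family share cleavage sites. They are not independent, so the p-values over single miRNAs overstate the evidence.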

Differences from the paper's values

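The paper gives 158 known apple miRNAs with targets, and 88 had a record here. With the filters set out before the data were seen, the number was 46 with a degradome p-value at or under 0.05, 76 with category 0 to 2, 48 with category 0 or 1, 62 with an alignment score at or under 3, 60 with at least 5 reads, 63 with reads in both libraries and 43 with category and degradome p-value together, and all of these differ from the paper. An alternative chosen after seeing the data, miRNAs with a predicted target with or without reads, gave 159. This is close to the paper's number, and it remains open whether the paper counted this way.

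The other counts compared here were near those of the table. Records were 2171 against 2251, unigenes 1008 against 1077, miRNAs 352 against 353, KEGG pathways 122 against 124, and gene symbols of mdm-miR482b 15 against 14. The 723 lines not analysed here are left out of these counts, so the lower counts cannot be read as differences from the paper. They cannot account for the higher count of mdm-miR482b. The symbols N and At5g43730 had records with it here and are not among the genes of Figure 6A. The miRNAs of XM_008348120.1 (29) and of ATL2 (9) were equal.

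Some genes and calls differ. The paper shows At1g62630 as a target of mdm-miR482b, and its record was with csi-miR482b_1ss10CA. The paper states that the 22 targets differed between the libraries. The test of the reads passed for 5 of the 6 that had at least 10 reads at a site, and the rest had too few reads to be tested. The fold column of Table S4 is the mock library over the infected library, the inverse of the direction in which the text describes induced miRNAs. This is a way of writing the ratio and not a difference in values. The share of known apple miRNAs in the table with a record was 55.3%, over a different total from the share the Discussion gives.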

Other observations

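Genes of vascular and leaf patterning were among the sites not yet described. ATHB-8, a class III homeodomain factor of vascular development (miR166), had 8 reads in TBVm and 38 in TBMd, 3.53-fold lower (Fisher's exact test, adjusted p = 9.65e-04), and did not pass with normalized reads (0.0567). ATHB-15, its close relative, had 8 and 27, 2.51-fold lower (exact test, adjusted p = 0.0369), and this was lost with the median ratio divided out. REV, of the same class, had 8 and 4 and did not pass. COPT2, a copper transporter that shares its miR398 reads with CEP1, had 8 and 37 reads, 3.44-fold lower, and did not pass with normalized reads (exact test, adjusted p = 0.160). UBC24, the ubiquitin-conjugating enzyme that limits phosphate uptake (miR399), had 21 and 12 reads, 2.35-fold higher, and did not pass with normalized reads (exact test, adjusted p = 0.178) or with no minimum of reads (0.148).

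Of the single families with 1 read group tested, miR530 (MDL3, a lyase homolog, 18 and 0 reads, at least 8.06-fold against 3 reads with a 95% counting limit of 5.91), miR827 and miR5368 were higher, and miR398, miR477 and miR7122 (At3g22470, a pentatricopeptide repeat protein, 8 and 29 reads, 2.70-fold) were lower. At3g22470 did not pass with the median ratio divided out (exact test, adjusted p = 0.122) or with no minimum of reads (0.0986). The read groups of miR156 and miR162 did not pass. Genes of senescence had 4 reads in TBVm and 6 in TBMd and none was tested. DHN3 (miR535), a dehydrin, had 111 and 12 reads, 12.4-fold higher, at category 2 with a degradome p-value of 0.860. Polyketide sugar and vancomycin pathways were carried by 8 targets and 0 predicted targets without reads (exact test, adjusted p = 3.31e-05), and were named after their values were seen. Neither passed with a degradome p-value at or under 0.05, or with category 0 or 1, required.

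The test of the deposited p-values in this part was chosen after the result was seen, and the test against the small RNA libraries was planned. In the authors' deposited table the p-values of sites with few reads fit a test in which reads scaled to the library total were entered as if they were read counts. At 222 sites with reads in TBVm alone the share implied by the p-value was 0.405 to 0.406, a range of 0.000443, near the 0.427 that TBVm holds of the library totals. On this evidence the deposited p-value falls with the scaled reads as if each were a read counted, and so it overstates the evidence of sites with few reads.

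The paper's Table S4 gives the normalized reads of each miRNA in both small RNA libraries, and the log2 ratio of infected over mock was taken from these. By qRT-PCR the paper found mdm-miR319a and mdm-miR403a decreased, the same sign as their ratios here (-0.77 and -0.19). It found mdm-miR156a and gma-miR6300 up-regulated, again the same sign (1.84 and 1.63). The paper calls mdm-miR482b (-1.19) down-regulated from these same small RNA libraries, so an equal sign is no separate check. By qRT-PCR it describes mdm-miR482b as stable. The signs of mdm-miR164a_1ss17AG (-1.76) and ppe-miR530_L-2R-1_1ss20CT (0.67) went against the paper's qRT-PCR of miR164a and miR530. By this ratio, mdm-miR164b had a log2 value of -1.30 where cleavage reads had 4.18, mdm-miR827_R+1 -1.92 against 2.56, and mdm-miR828a_R+2 1.39 against -3.10. For mdm-MIR535d-p3 both were above 0, at 3.10 and 3.52. These are single examples, so they do not show opposite changes on their own. In the paper's qRT-PCR tables, mdm-miR164a was above the control at 48 hpi, while its target NAC021 was at 0.48 and 0.57 of the control at 12 and 48 hpi. RPPL1, with fewer cleavage reads in TBVm, was at 2.90 and 2.18, so it also ran opposite to its reads. SNC1 (25.22 and 2.35) and ATJ8 (1.42 and 3.99), with more reads, went the same way as their reads. So did At3g14460 (0.61 and 0.65), with fewer reads. Over 127 miRNAs the Spearman correlation was -0.13 (permutation p = 0.157, adjusted p = 0.197), with an interval of -0.33 to 0.08 over 37 families. The Pearson correlation was -0.11 (permutation p = 0.233). The interval holds values on both sides of 0, so whether the change of the miRNA could account for the change of cleavage cannot be told.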
